# Altered non-coding RNA expression profile in F_1_ progeny 1 year after parental irradiation is linked to adverse effects in zebrafish

**DOI:** 10.1038/s41598-021-83345-3

**Published:** 2021-02-18

**Authors:** Leonardo Martín, Jorke H. Kamstra, Selma Hurem, Leif C. Lindeman, Dag A. Brede, Håvard Aanes, Igor Babiak, Amilcar Arenal, Deborah Oughton, Brit Salbu, Jan Ludvig Lyche, Peter Aleström

**Keywords:** High-throughput screening, Risk factors, Natural hazards

## Abstract

Gamma radiation produces DNA instability and impaired phenotype. Previously, we observed negative effects on phenotype, DNA methylation, and gene expression profiles, in offspring of zebrafish exposed to gamma radiation during gametogenesis. We hypothesize that previously observed effects are accompanied with changes in the expression profile of non-coding RNAs, inherited by next generations. Non-coding RNA expression profile was analysed in F_1_ offspring (5.5 h post-fertilization) by high-throughput sequencing 1 year after parental irradiation (8.7 mGy/h, 5.2 Gy total dose). Using our previous F_1_-γ genome-wide gene expression data (GSE98539), hundreds of mRNAs were predicted as targets of differentially expressed (DE) miRNAs, involved in pathways such as insulin receptor, NFkB and PTEN signalling, linking to apoptosis and cancer. snRNAs belonging to the five major spliceosomal snRNAs were down-regulated in the F_1_-γ group, Indicating transcriptional and post-transcriptional alterations. In addition, DEpiRNA clusters were associated to 9 transposable elements (TEs) (LTR, LINE, and TIR) (p = 0.0024), probable as a response to the activation of these TEs. Moreover, the expression of the lincRNAs *malat-1*, and several others was altered in the offspring F_1_, in concordance with previously observed phenotypical alterations. In conclusion, our results demonstrate diverse gamma radiation-induced alterations in the ncRNA profiles of F_1_ offspring observable 1 year after parental irradiation.

## Introduction

Ionizing radiation can induce direct or indirect DNA damages, causing single or double-stranded breaks, or ionization of water resulting in the formation of free radicals. As a result, the cell responds through DNA damage detection, signalling and repair, or apoptosis and cell death^1^. The cell response cascade to gamma radiation includes changes in gene expression through epigenetic modifications such as post-translational histone modifications, DNA methylation, and microRNAs (miRNAs) such as the oncomir miR-21^2–4^.

Recent studies have shown that zebrafish embryos are affected by ionizing radiation at the mRNA transcriptional level, generating impaired phenotypes, such as higher mortality rate, delayed hatching, altered embryo length, and malformations^5–7^. However, besides miRNAs, for several other classes of small non-coding RNAs (sncRNAs) such as small interfering RNA (siRNA), PIWI-interacting RNA (piRNA), small nuclear RNA (snRNA), and small nucleolar RNA (snoRNA), which have important roles in controlling gene expression, their expression profiles, as well as their contribution to the establishment of gene expression patterns, disorders, and phenotypes under the influence of radiation, remain unknown.

Gamma radiation-induced alterations at transcriptional, and DNA level can be inherited by the offspring of vertebrates. We recently demonstrated the inheritance of altered mRNA expression profiles, DNA methylation, and histone modifications patterns in zebrafish embryos after parental gamma irradiation^8–10^. The DNA methylation analysis along with the mRNA expression profile of F_1_ embryos revealed pathways associated with gamma radiation response; such as molecular mechanisms of cancer, DNA damage response and cell death, along with pathways not previously seem involved in the response to gamma radiation, like signalling and retinoic acid receptor activation, and gonadotropin-releasing hormone (Gnrh) signalling. On the other hand, F_1_ embryos showed enriched methylation at histone marks such as H3K4me3, H3K4me9, and H3K27me3, indicating alterations in chromatin structure and organization, as well as in the expression of developmental genes like hepatocyte nuclear factor 4 alpha (*hnf4a*)^8–10^.

Nevertheless, the inheritance of dysregulated profiles for most of the sncRNA classes in zebrafish offspring, as well as their involvement in the mechanisms underlying the response to gamma radiation, as a result of parental exposure, remains unclear.

Moreover, our previously published work on mRNA expression profile after parental gamma irradiation, using the same sample materials as for the current study, showed genes such as *dicer*, *ago1*, *ago2*, *ago3b*, *ago4*, and *piwil2* to be down-regulated in F_1_ offspring of zebrafish^9^. The products of these genes participate in the miRNA, siRNA, and piRNA biogenesis pathways, suggesting a potential impact of gamma radiation on their biogenesis and expression in the progeny of gamma-exposed parents.

In the present study, we aimed to investigate the effect of gamma radiation on the sncRNA expression profile in F_1_ embryos 1 year after parental exposure through small RNA sequencing and subsequent gene expression analysis.

## Results and discussion

### Sequencing analysis

The sncRNA transcriptome in zebrafish embryos has previously been characterized and consist of several classes of small RNAs such as tRNA-halves, tRNA fragments, piRNAs, and miRNAs among others^11–14^. In this study, we have focused on sncRNA expression through small RNA-seq to analyse the sncRNA profile in 5.5 hpf F_1_ offspring embryos 1 year after parental exposure to gamma radiation (8.7 mGy/h) during gametogenesis.

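Small RNA was sequenced from 3 pools of 100 embryos whose parents had received 8.7 mGy/h for 27 days, a total dose of 5.2 Gy (F1-γ), and from 3 pools of 100 embryos of non-exposed parents (F1-C), so that n = 3 libraries per group. The authors trimmed adapters, kept reads by quality and length, mapped them to the zebrafish genome build GRCz10, and deposited the number of reads on each feature of 4 classes, without scaling to library size. The miRNA table lists 464 mature miRNAs, of which 399 had a count in at least 1 library. Its values are estimated counts from miRDeep2, with each read weighted by its number of loci. They were rounded to whole numbers before testing. The total on miRNAs was 704953, 1099486 and 1167284 in the F1-C libraries and 1464138, 1383450 and 1245801 in the F1-γ libraries. From these counts, differential expression in each class was tested with edgeR's quasi-likelihood test after normalization by the trimmed mean of M-values (TMM), with Benjamini-Hochberg adjustment over the features of the class. TMM sets the scale of the libraries so that most features of a class are unchanged, so a log2 fold change (log2 FC, F1-γ against F1-C) is relative to the class. Features were called differentially expressed at an adjusted p below 0.05 and a log2 FC above 0.6 or below -0.6. Where a single value was compared between the groups, a two-sided exact permutation test was used, which cannot go below p = 0.10 with 3 libraries against 3.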

In average, 11,970,959 and 11,389,554 reads resulted from sequencing of F_1_-γ (8.7 mGy/h) and control samples (F_1_-C), respectively. 

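The sequenced reads are a different depth from the totals of the deposited tables, which hold only the reads assigned to a listed feature. The values given here for F1-γ and F1-C rest on the totals of the tables. The counts of each pair of replicate libraries differed, with a chi-square per degree of freedom of 8.35 for the closest pair, which was in the snRNA table. Sampling noise alone gives 1 where each read is counted once, but snRNA reads counted on several copies raise that value. In the miRNA table the closest pair had 56.9. The replicates were therefore not copies of the same counts, but the test cannot tell separate samples from repeated preparations of 1 sample.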

All sequencing libraries had a Phred score higher than 20; however, sequencing reads were filtered by quality using a Phred score of 30. Approximately 95% of reads were recovered after quality filtering (Phred score > 30) over all libraries (data not shown). The read length distribution showed three main peaks present in all libraries, which corresponds to the theoretical sizes of miRNAs (22 nt), piRNAs (26–31 nt), and tRNA-halves (32–34 nt) (Fig. 1). Mapped reads, showed significant differences between offspring of gamma-exposed parents (F_1_-γ) compared to controls (F_1_-C) (80.4% and 88.5%, respectively, p < 0.0001) (Fig. 2). An average of 47.6% of the mapped reads over all libraries aligned to multiple loci (> 5) on the zebrafish reference genome (Fig. 2). It is well known that reads aligning to features such as miRNAs, piRNAs, and tRNA-derived fragments align to multiple genomic regions, including repetitive elements^11,15,16^.

**Figure 1:**
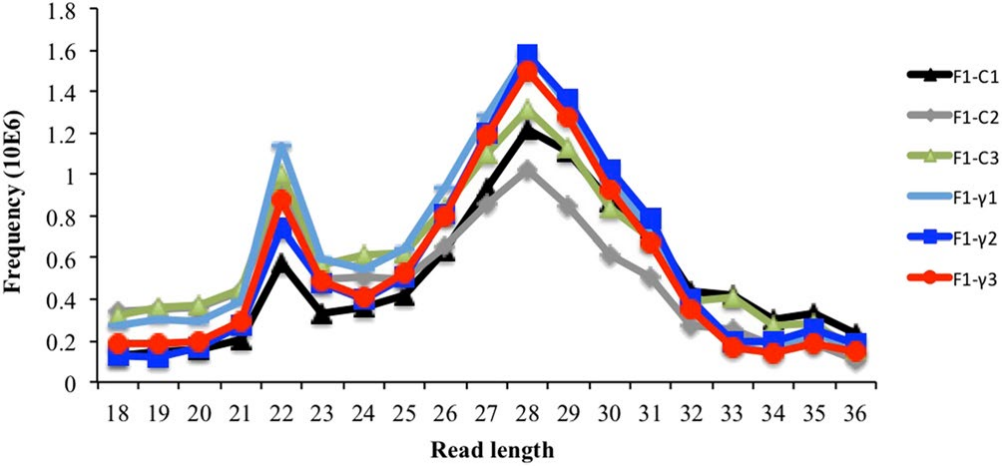
Reads length distribution of raw sequence reads after filtering by read length. Three biological replicate libraries per group of F_1_ generation (5.5 hpf embryos) from parents exposed to 8.7 mGy/h of γ-radiation (F_1_-γ) and control parents (F_1_-C).

**Figure 2:**
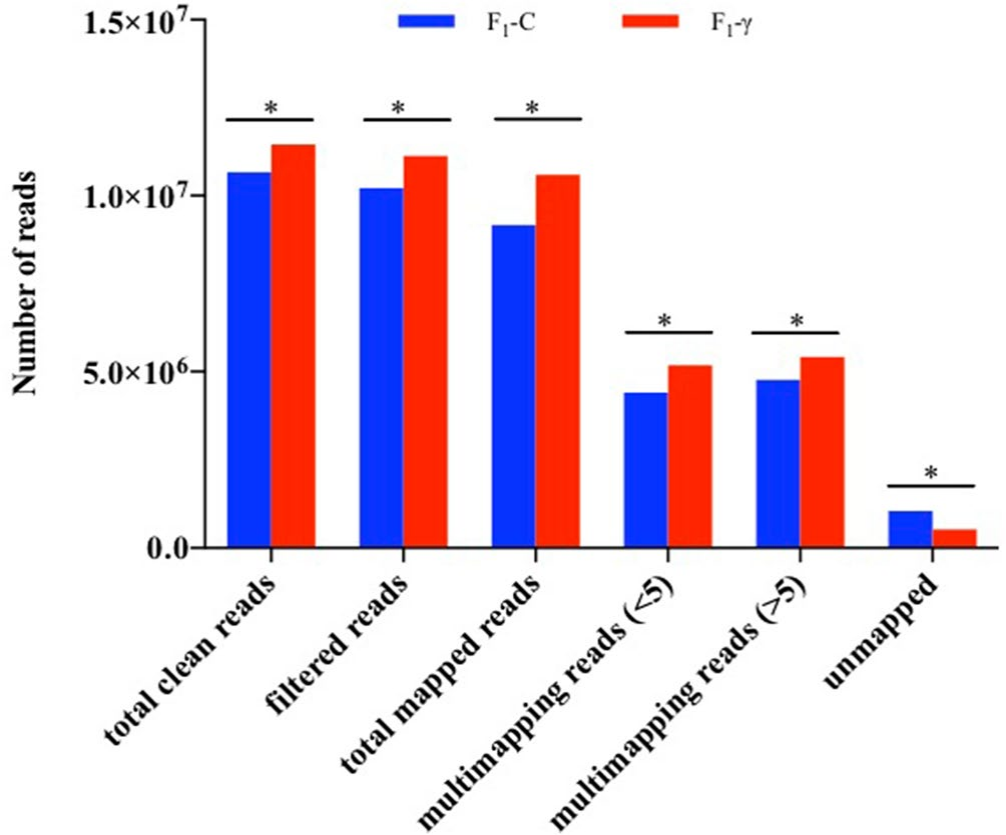
General statistics of reads mapping to zebrafish genome (GRCz10). Three biological replicate libraries per group of F_1_ generation (5.5 hpf embryos) from parents exposed to 8.7 mGy/h of γ-radiation (F_1_-γ) and control parents (F_1_-C). Total clean reads represent the number of reads after QC analysis and filtering. Filtered reads indicate the number of reads after size filtering. Total mapped reads indicate the number of reads mapped to zebrafish reference genome after size filtering. Multimapping reads < 5 include reads aligning to < 5 genomic locations. Multimapping reads > 5, indicate reads mapped to > 5 genomic locations. Unmapped reads show the amount of reads which could not be aligned to the genome. Asterisks represent significant differences p < 0.0001, Chi-square with Yates correction of continuity.

Mapped reads in both groups (F_1_-γ and F_1_-C) were extensively annotated to different genomic features (Fig. 3A,B). 

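The summed counts of the 171 piRNA clusters in the deposited table were 550315 ± 71419 (SD, n = 3) in F1-C and 741670 ± 112607 (SD, n = 3) in F1-γ, 1.35-fold higher in F1-γ. Every F1-γ library had a higher total than every F1-C library, and the two-sided exact permutation test gave p = 0.1, the smallest that 3 libraries against 3 allow. Because the regions were called separately in each group, the covered length was 1916 kb in F1-C and 1967 kb in F1-γ, and the clusters held 287.2 ± 37.3 (SD, n = 3) and 377 ± 57.2 (SD, n = 3) counts per kb, a 1.31-fold difference (exact permutation test, p = 0.2). As a share of the counts in all 4 tables, which was the alternative that moved this value most, clusters took 33.3% ± 6.93 (SD, n = 3) in F1-C and 33.0% ± 4.04 (SD, n = 3) in F1-γ, and the groups overlapped (exact permutation test, p = 1).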

Reads mapping to piRNA were significantly enriched in the offspring of gamma-exposed parents (F_1_-γ) (1.4-fold, p < 0.001) as compared to the controls (F_1_-C). 

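The snRNA table held 26985 ± 3053 (SD, n = 3) counts per F1-C library and 6976 ± 1878 (SD, n = 3) per F1-γ library. This is 3.87-fold lower in F1-γ, with every F1-γ library below every F1-C library (two-sided exact permutation test, p = 0.1). The lincRNA table held 111791 ± 16473 (SD, n = 3) counts per F1-C library and 127784 ± 3551 (SD, n = 3) per F1-γ library. The lincRNA totals of the groups overlapped, and their difference, 1.14-fold higher in F1-γ, was within the spread between replicates (exact permutation test, p = 0.3). Divided by the counts of all 4 tables, lincRNAs took 6.77% ± 1.44 (SD, n = 3) in F1-C and 5.71% ± 0.234 (SD, n = 3) in F1-γ, so that the direction changed while the groups still overlapped (exact permutation test, p = 0.4).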

Whereas those mapping to lincRNA and snRNA were significantly depleted in the offspring from exposed parents (F_1_-γ) (2.1- and 4.1-folds, respectively p < 0.001). 

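The miRNA totals were 990574 ± 249667 (SD, n = 3) in F1-C and 1364463 ± 110400 (SD, n = 3) in F1-γ, 1.38-fold higher in F1-γ, without overlap between the groups (two-sided exact permutation test, p = 0.1). As a share of the counts in the 4 tables, miRNAs took 58.3% ± 7.46 (SD, n = 3) in F1-C and 60.9% ± 4.01 (SD, n = 3) in F1-γ, and here the groups overlapped (exact permutation test, p = 0.7). From the comparison of reads mapped to each class in Fig. 3, the paper states an enrichment of piRNA reads and a depletion of lincRNA and snRNA reads in F1-γ.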

We found no differences with regard to the number of reads mapped to miRNAs or any other genomic feature.

**Figure 3:**
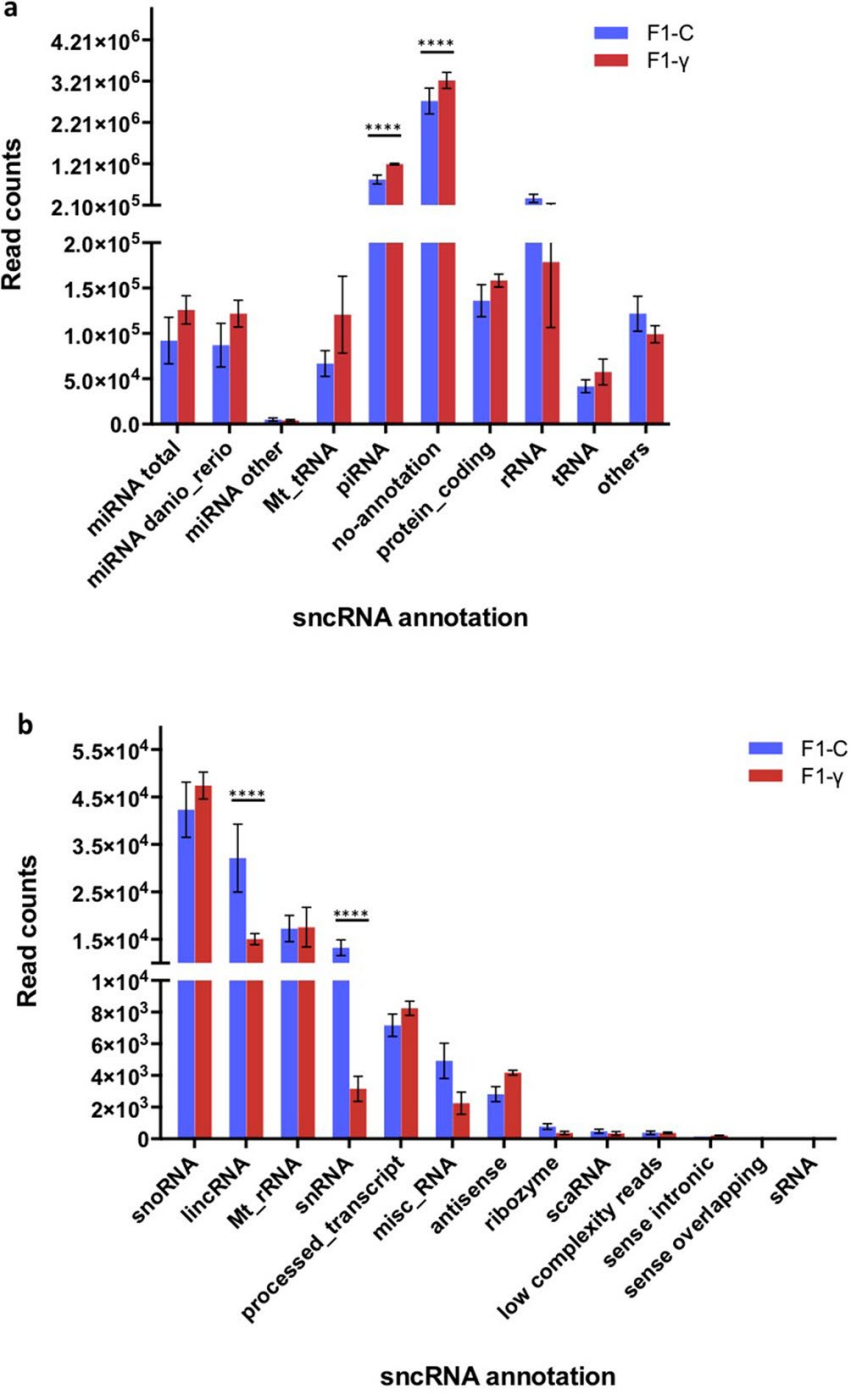
Distribution of mapped reads (zebrafish genome reference GRCz10) onto genomic features. F_1_ generation of embryos (5.5 hpf) from parents 1 year after exposure to 8.7 mGy/h γ-radiation (F_1_-γ) and control parents (F_1_-C). Values derived from three replicates in each group (n = 3). Asterisks denote statistical differences with p < 0.001, multiple t tests (FDR 99%). (**A**) miRNA total (total of reads mapping to microRNAs (miRNA)), miRNA danio_rerio (zebrafish miRNAs), miRNA other (miRNAs from other species), Mt_tRNA (mitochondrial transference RNA), piRNA (piwi-interacting RNA), no-annotation (mapped reads, which could not be assigned to any genomic feature), protein_coding (protein coding transcripts), rRNA (ribosomal RNA), tRNA (genomic transference RNA), others (sum of all reads mapping to genomic features presented in (**B**). (**B**) snoRNA (small nucleolar RNA), lincRNA (long intergenic non-coding RNA), Mt_rRNA (mitochondrial ribosomal RNA), snRNA (small nuclear RNA), misc_RNA (miscellaneous RNA), scaRNA (small cajal-body-spacific RNA), sRNA (bacterial small RNA).

### Differential miRNA expression in F_1_ embryos from exposed parents

Normalization of miRNA expression datasets has been discussed in recent studies, and several methods have given controversial results in miRNA normalization^17–19^. In our case, TMM proved to be suitable to normalize the miRNA expression data, and the exploration after normalization showed a clear effect of gamma radiation on miRNA expression in the offspring F_1_ of exposed parents (F_1_-γ), compared to controls (F_1_-C) (Supplementary Figure S1).

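Pearson's r of log2 CPM (normalized counts scaled to the library size, with a prior count of 2) across the 122 miRNAs tested was between 0.980 and 0.996 for libraries of the same group (mean 0.989) and between 0.968 and 0.984 for libraries of different groups (mean 0.974). These correlations are across miRNAs, which are not independent replicates. The first principal component held 58.6% of the variance and separated the 3 F1-C libraries from the 3 F1-γ libraries. The miRNA counts were dominated by the miR-430 family, whose 17 listed members took a mean of 86.8% of them in F1-C and 86.3% in F1-γ. dre-miR-430a-3p alone took 40.5% in F1-C and 40.2% in F1-γ. Members such as dre-miR-430a-12-5p and dre-miR-430a-13-5p had identical counts in every library, so they share reads and the values of single members are uncertain. In every library, dre-miR-430-5p held the count of dre-miR-430i-5p plus that of dre-miR-430a-12-5p (15675, 4275 and 11400 in F1-C replicate 1). The same reads therefore appear to enter several entries, which would raise the share of the family and the miRNA totals. By how much cannot be told from the counts, so the share of the family rests on the weighting. From the separation after TMM normalization, the paper concludes that parental exposure affected miRNA expression in the offspring.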

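With more than 30 counts required in every library, 122 of the 464 miRNAs were tested. Of these, 5 were expressed at a higher and 6 at a lower level in F1-γ than in F1-C, a total of 11 differentially expressed miRNAs, and 33 had an unadjusted p below 0.05. The groups did not overlap in CPM for 41 miRNAs (33.6%), where chance gives 10%. dre-miR-738-5p had 812 ± 34.5 CPM (SD, n = 3) in F1-C and 77.1 ± 47.6 CPM (SD, n = 3) in F1-γ, a log2 FC of -3.39 (standard error 0.369, adjusted p = 0.000297 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). dre-miR-205-5p fell from 666 ± 87.1 CPM (SD, n = 3) to 192 ± 39.6 CPM (SD, n = 3), a log2 FC of -1.79 (standard error 0.210, adjusted p = 0.000297 from the same edgeR test). The other miRNAs that were lower in F1-γ were dre-miR-2189-3p (log2 FC -1.30), dre-miR-221-3p, dre-miR-716-3p (-0.99) and dre-miR-141-3p. dre-miR-737-5p (log2 FC 1.08), dre-miR-30e-3p (0.93) and dre-let-7j-5p (0.76) were among those that were higher. All 11 are listed in Table 1, of which 15 miRNAs were tested here, all with the sign given there. Among the others, dre-miR-375-3p (log2 FC -0.89) had an adjusted p of 0.0599 and dre-miR-204-5p (log2 FC 1.03) an adjusted p of 0.0664 in the edgeR test. The count of calls moved most when library sizes were taken from the piRNA cluster table, which left 2 miRNAs, both lower in F1-γ. Without a filter on low counts, 12 higher and 15 lower miRNAs were called, and with upper-quartile normalization 3 higher and 13 lower. The count also depended on single libraries, with 7, 4 and 6 calls when F1-C replicate 1, 2 or 3 was left out and 26 without the first F1-γ replicate.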

The differential expression analysis between offspring F_1_ of gamma-exposed parents and controls, using a cut-off of > 30 read counts in all replicates, showed 22 DEmiRNAs (log2 FC > 0.6, p < 0.05, FDR < 0.05), from those, 55% were up-regulated (Fig. 4A; Table 1).

**Figure 4:**
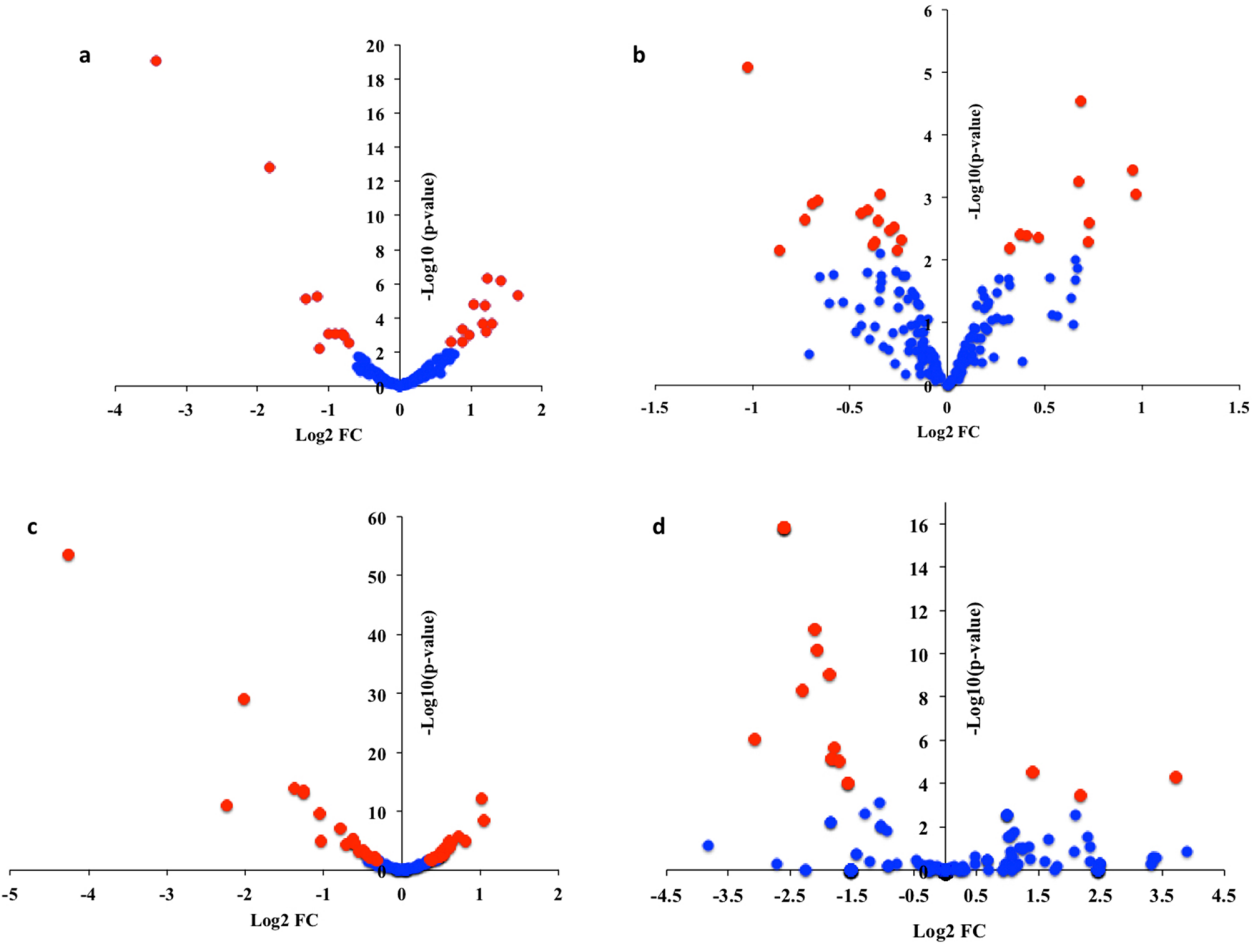
Differential expression analysis of miRNAs (**A**), piRNA clusters (**B**), lincRNAs (**C**), and snRNAs (D) in F_1_ generation of embryos (5.5 hpf) from parents exposed to 8.7 mGy/h γ-radiation (F_1_-γ) and non-exposed control parents (F_1_-C). Differentially expressed genes are represented as red dots. Expression values are shown as log2 of fold changes (X-axis). Y-axis represents the negative log10 of the p values (n = 3).

**Table 1:** Differentially expressed miRNAs and their human orthologues.

zebrafish	human	log2FC	FDR	mature sequence ZF	mature sequence human	mismatches	remarks
dre-miR-1-3p	hsa-miR-1-3p	1.65	1.49E-04	u**ggaaugu**aaagaaguauguau	u**ggaaugu**aaagaaguauguau	0	
dre-miR-21-1-3p	hsa-miR-21-5p	1.42	2.49E-05	u**agcuuau**cagacugguguuggc	u**agcuuau**cagacugauguuga	2	
dre-miR-7133-3p		1.29	3.27E-03	ugguguuguguguuaaacugua	N/A		
dre-let-7g-5p	hsa-let-7g-5p	1.22	2.49E-05	u**gagguag**uaguuuguauaguu	u**gagguag**uaguuuguacaguu	1	
dre-miR-150-5p	hsa-miR-150-5p	1.21	8.18E-03	u**cucccaa**uccuuguaccagug	u**cucccaa**cccuuguaccagug	1	
dre-miR-200a-5p	hsa-miR-200a-5p	1.19	3.25E-04	c**aucuuac**cggacagugcugga	c**aucuuac**cggacagugcugga	0	
dre-miR-135c-5p	hsa-miR-135a-5p	1.17	3.19E-03	u**auggcuu**ucuauuccuaugug	u**auggcuu**uuuauuccuauguga	1	
dre-miR-737-5p		1.03	3.25E-04	guuuuuuuagguuuugauuuu	N/A		
dre-miR-204-5p	hsa-miR-204-5p	0.98	8.94E-03	u**ucccuuu**gucauccuaugccu	u**ucccuuu**gucauccuaugccu	0	
dre-miR-458-3p		0.88	1.85E-02	auagcucuuugaaugguacugc	N/A		
dre-miR-30e-3p	hsa-miR-30a-3p	0.88	6.36E-03	c**uuucagu**cggauguuugcagc	c**uuucagu**cggauguuugcagc	0	
dre-let-7j-5p		0.73	1.85E-02	u**gagguag**uuguuuguacaguu	u**gagguag**uagguuguauaguu	3	Not used
dre-miR-27e-3p	hsa-miR-27a-3p	-0.72	2.09E-02	u**ucacagu**ggcuaaguucagug	u**ucacagu**ggcuaaguuccgc	2	
dre-miR-462-5p		-0.78	1.08E-02	uaacggaacccauaaugcagcu	N/A		
dre-miR-141-3p	hsa-miR-141-3p	-0.81	8.69E-03	u**aacacug**ucugguaacgaugc	u**aacacug**ucugguaaagaugg	2	
dre-miR-375-3p	hsa-miR-375-3p	-0.91	8.69E-03	u**uuguucg**uucggcucgcguua	u**uuguucg**uucggcucgcguga	1	Not in IPA
dre-miR-716-3p*		-1.00	8.69E-03	aacgagagctttgaaggcc			Desvignes et al*.,* 2014
dre-miR-181b-5p	hsa-miR-181b-5p	-1.13	4.53E-02	a**acauuca**uugcugucgguggg	a**acauuca**uugcugucggugggu	0	
dre-miR-221-3p		-1.16	1.49E-04	agcuacauugucugcuggguuuc	agcuacauugucugcuggguuuc	0	
dre-miR-2189-3p		-1.32	1.71E-04	ugauuguuuguaucagcugugu	N/A		
dre-miR-205-5p	hsa-miR-205-5p	-1.83	1.26E-11	u**ccuucau**uccaccggagucug	u**ccuucau**uccaccggagucug	0	
dre-miR-738-5p		-3.42	1.44E-17	gcuacggcccgcgucgggaccuc	N/A		

Pairwise comparison between generations F_1_ from exposed (8.7 mGy/h γ-radiation) (F_1_-γ) and control parents (F_1_-C) (log2FC > 0.6, p < 0.05, FDR < 0.05). In bold are the seed sequences. [*] Novel miRNA reported by Desvignes et al.^60^.

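dre-let-7g-5p had 122 ± 19.8 CPM (SD, n = 3) in F1-C and 291 ± 56.9 CPM (SD, n = 3) in F1-γ, with a log2 FC of 1.25 (standard error 0.217, adjusted p = 0.00627 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The call was lost when library sizes were taken from the piRNA cluster table (log2 FC 0.93). The sequences of the let-7 family are near-identical and share reads, so the values of its members are uncertain. dre-miR-21-1-3p had 24, 34 and 55 counts in the F1-C libraries and 111, 138 and 177 in the F1-γ libraries, and dre-miR-150-5p had 23, 34 and 26 counts in F1-C and 69, 145 and 71 in F1-γ. Neither had more than 30 counts in every library, and both were tested in the fit without that filter. There, dre-miR-21-1-3p had a log2 FC of 1.336 (standard error 0.277, adjusted p = 6.11e-05 from the same edgeR test) and dre-miR-150-5p a log2 FC of 1.15 (standard error 0.299, adjusted p = 0.00293). Table 1 sets dre-miR-21-1-3p beside human miR-21-5p, so the arm meant there is uncertain. In the counts, dre-miR-21-5p is a separate entry with 2401 to 4671 counts per library. The far lower counts of dre-miR-21-1-3p argue against the same reads being counted on both entries. The entry dre-miR-21-5p had a log2 FC of 0.01 (standard error 0.173, adjusted p = 0.952 in the edgeR test), and its sign changed between normalizations.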

Several of the DEmiRNAs listed in Table 1, such as miR-21, let-7g, and miR-150 have previously been reported as affected by ionizing radiation in directly exposed organisms including zebrafish embryos^4,20^. miR-21 is known to act as an oncomiR involved in cancer-related processes^21^, and overexpression of let-7g increase radiosensitivity in lung cancer^4^. In other experimental studies, miR-193b-3p, miR-23b, and members of let-7 family were affected following irradiation^4,21,22^. Besides, DEmiRNAs dre-miR-200a-5p and dre-miR-141-3p, members of family miR-8, are implicated in the control of pluripotency, cancer proliferation, and metastasis^23^. Interestingly, these two DEmiRNAs are oppositely modulated in the offspring of the gamma-exposed parents (Table 1), indicating different regulatory functions. 

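dre-miR-200a-5p rose from 1268 ± 90.6 CPM (SD, n = 3) in F1-C to 2964 ± 1062 CPM (SD, n = 3) in F1-γ, a log2 FC of 1.225 (standard error 0.245, adjusted p = 0.00892 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). dre-miR-141-3p fell from 1106 ± 18.9 CPM (SD, n = 3) to 647 ± 79.9 CPM (SD, n = 3), a log2 FC of -0.77 (standard error 0.167, adjusted p = 0.0126). For each of them the groups did not overlap in CPM, and the direction was the same under every normalization tried. With 1 library left out at a time, the log2 FC stayed between 0.83 and 1.38 for dre-miR-200a-5p and between -0.91 and -0.65 for dre-miR-141-3p. The call of dre-miR-200a-5p was lost without the second F1-C replicate, and that of dre-miR-141-3p without any single F1-C replicate. Both calls were lost when library sizes came from the piRNA cluster table. Of the other family members above the count minimum, dre-miR-200a-3p (log2 FC -0.32, adjusted p = 0.299 in the edgeR test), dre-miR-200b-3p (log2 FC 0.36, adjusted p = 0.192) and dre-miR-200c-3p (log2 FC -0.44, adjusted p = 0.132) did not pass the thresholds, apart from dre-miR-200c-3p under upper-quartile normalization (log2 FC -0.77).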

In developmental studies in mouse and zebrafish, this family has been found co-expressed in epithelial and olfactory cells, respectively^24^. In summary, a large fraction of the DEmiRNAs found in offspring F_1_ from gamma-expose parents is related to DEmiRNAs previously found in directly exposed models, indicating that alterations in miRNA expression might be inherited intergenerationally.

### Ingenuity pathway analysis and miRNA target filter

To further explore the possible pathways under miRNA control we used our previously published mRNA dataset (GSE98539)^9^, generated from the same batch of embryos as used in this work, and used the IPA miRNA target filter to link differentially expressed genes (DEGs) to DEmiRNAs (Table 1). This resulted in 12 DEmiRNAs that were imported in IPA of which 11 were in the IPA knowledge base. We found 672 DEGs linked to the DEmiRNAs of which 380 showed an inverse relationship in expression rate with their counteracting DEmiRNA. The pathway analysis on these targets showed overrepresented pathways such as insulin receptor, NFkB, and PTEN signaling (Table 2, Supplementary Data S1). let-7 and miR-21 showed the largest involvement in these specific pathways. Interestingly, IPA’s molecule activity predictor revealed that the involved miRNAs followed the inverse expression relationship as specified in the miRNA target filter (Supplementary Data S1) resulting in predicted effects on apoptosis, transcription and inflammation (Supplementary Figures S2–S4). In directly exposed organisms, including zebrafish embryos, miR-125b acts as a negative regulator of P53, affecting apoptosis^25,26^. In this study, we did not find any modulation of miR-125b in the offspring from gamma-exposed parents (F_1_-γ). However, apoptosis was predicted as an outcome of the interaction of let-7g with a specific network of genes, which included *dicer*, *ago1*, *ago2*, and *ago3* involved in the miRNA biosynthesis pathway (Fig. 5). Furthermore, most overrepresented disease functions were linked to cancer, gastrointestinal and hepatic disease and developmental disorders (Table 2) supporting the observed genomic instability found in larvae from exposed parents by our group^27^ and indicating a vast involvement of miRNAs in DNA damage related response.

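dre-miR-125b-5p had 648 ± 37.4 CPM (SD, n = 3) in F1-C and 561 ± 146 CPM (SD, n = 3) in F1-γ. Its log2 FC of -0.21 (standard error 0.213, adjusted p = 0.598 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) was no larger than its standard error, the groups overlapped, and without the second F1-γ replicate the log2 FC was 0.03. The related dre-miR-125a-5p had 45.5 ± 1.68 CPM (SD, n = 3) in F1-C and 57.5 ± 5.85 CPM (SD, n = 3) in F1-γ, a log2 FC of 0.34 (standard error 0.219, adjusted p = 0.389 in the edgeR test).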

**Table 2:** Top significant pathways and disorders (FDR < 0.05) for target genes of differentially expressed miRNAs.

	Pathway	p value	Overlap
Pathways	Insulin receptor signaling	5.39E−05	7.5% (11/147)
	NF-B signaling	1.10E−04	6.4% (12/187)
	PTEN signaling	3.40E−04	7.2% (9/125)
	3-Phosphoinositide Degradation	4.55E−04	6.3% (10/158)
	Huntington's disease signaling	1.50E−03	4.8% (12/250)
Diseases and disorders	Cancer	8.22E−03 to 6.87E−16	358
	Organismal injury and abnormalities	8.23E−03 to 6.87E−16	359
	Gastrointestinal disease	6.73E−03 to 5.12E−12	337
	Hepatic system disease	2.46E−03 to 1.16E−06	249
	Developmental disorder	8.,30E−03 to 1.10E−05	74

**Figure 5:**
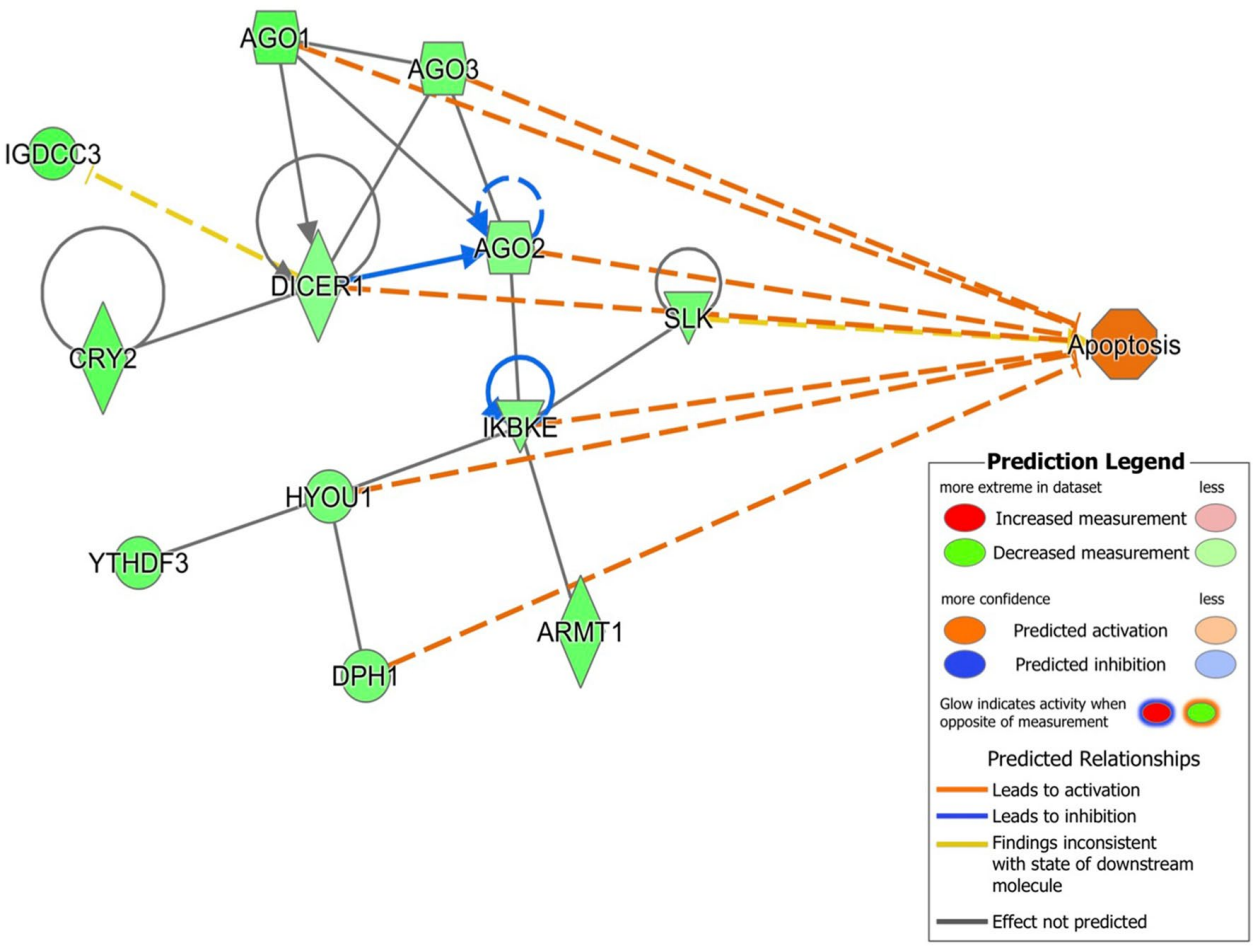
mRNA targets of let-7g involved in apoptosis network and showing the involvement of members of the miRNA biosynthesis pathway as well as other genes. This network predicts activation of apoptosis as shown by the orange edges between nodes. Arrowed blue lines predict inhibition. Green nodes indicate down-regulated genes.

### Differential expression of piRNA clusters in F_1_ embryos from exposed parents

In order to determine the expression of piRNAs, candidate piRNAs from both experimental groups (F_1_-γ and F_1_-C) were assigned into clusters. 

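For piRNA clusters, which are genomic regions dense in candidate piRNA reads, the authors predicted clusters in each library with proTRAC, kept those found in all 3 replicates of a group, and matched regions of F1-C with regions of F1-γ. In 170 of the 171 pairs the regions overlap, and in the remaining one, on chromosome 10, they lie apart, from 12014299 to 12034775 in F1-C and from 12275057 to 12281024 in F1-γ. The authors divided reads that map to several places according to the uniquely mapping reads around each place, so the deposited values are estimated counts with fractions, neither divided by cluster length nor scaled to library size. These were rounded before testing. Each cluster has a pair of coordinates on GRCz10, and the counts of each group are over that group's own region. The cluster counts summed to 577504, 469295 and 604146 in the F1-C libraries and to 810056, 611701 and 803252 in the F1-γ libraries. No cluster was removed for low counts.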

In total, 171 piRNA clusters were predicted from both groups overlapping in genomic position (matched clusters). In concordance with previous studies^11,28^, matched clusters were found expressed from the sense strand (25.7%), antisense strand (48.5%), and bidirectional orientation (25.7%), ranging from 4.3 to 64.0 kb (Supplementary Data S2).

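In the coordinates called in F1-C, 44 clusters (25.7%) lay on the plus strand, 84 (49.1%) on the minus strand and 43 (25.1%) on both. In those called in F1-γ, the numbers were 45 (26.3%), 85 (49.7%) and 41 (24.0%), and 14 clusters had another strand class in F1-γ than in F1-C. Cluster lengths ranged from 4.14 to 64.0 kb in F1-C (median 9.02 kb) and up to 64.0 kb in F1-γ (median 9.49 kb). The lengths of the same cluster in the 2 groups were more than 5% apart for 97 clusters and more than 25% apart for 32.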

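Over the 171 clusters, edgeR's quasi-likelihood test on the counts called 11 clusters, 4 with higher and 7 with lower expression in F1-γ. Without the log2 FC threshold, 18 clusters had an adjusted p below 0.05, and 64 had an unadjusted p below 0.05. The groups did not overlap in CPM for 80 clusters (46.8%), where chance gives 10%. The cluster on chromosome 8 from 45210098 to 45232001 in F1-C and from 45210098 to 45224941 in F1-γ had 6339 ± 266 CPM (SD, n = 3) in F1-C and 3175 ± 152 CPM (SD, n = 3) in F1-γ, a log2 FC of -1.00 (standard error 0.0763, adjusted p = 0.00227 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A cluster on chromosome 4 from 62236374 to 62248980 in F1-C had a log2 FC of -0.73 (standard error 0.0652, adjusted p = 0.00284 in the edgeR test). A cluster on chromosome 8, from 44985635 to 44992025 in F1-C and from 44984067 to 45004024 in F1-γ, had a log2 FC of 0.83 (standard error 0.104, adjusted p = 0.00728 in the edgeR test), which changed sign to -0.81 when each group's own cluster length was taken into account. In that setting, chosen after seeing the data, the first 2 had log2 FC of -0.44 and -0.19 and were not called. These 3 are not listed in Table 3. The clusters of Table 3 that were also called were those on chromosome 8 from 366007 to 376017 (log2 FC 0.62, adjusted p = 0.00388 from the edgeR test), on chromosome 4 from 29969095 to 29976178 (log2 FC 0.67, adjusted p = 0.0209), on chromosome 5 from 39377067 to 39390714 (log2 FC -0.75, adjusted p = 0.0121) and on chromosome 9 from 31346942 to 31352869 (log2 FC -0.79, adjusted p = 0.0219). The cluster on chromosome 5 from 505497 to 514982, the one of Table 3 with the highest log2 FC here (1.98, standard error 0.732), was not called (adjusted p = 0.106 in the edgeR test), and its counts in F1-γ were 25274.7, 2978 and 5019.5. It was called by edgeR's exact test, and without the first F1-γ replicate, where its log2 FC was 0.66. The number of calls moved most, to 3, without the third F1-C replicate, and was 5 without the third F1-γ replicate and 18 without the first F1-γ replicate. With DESeq2, 10 higher and 9 lower clusters were called.

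**Figure D1:**
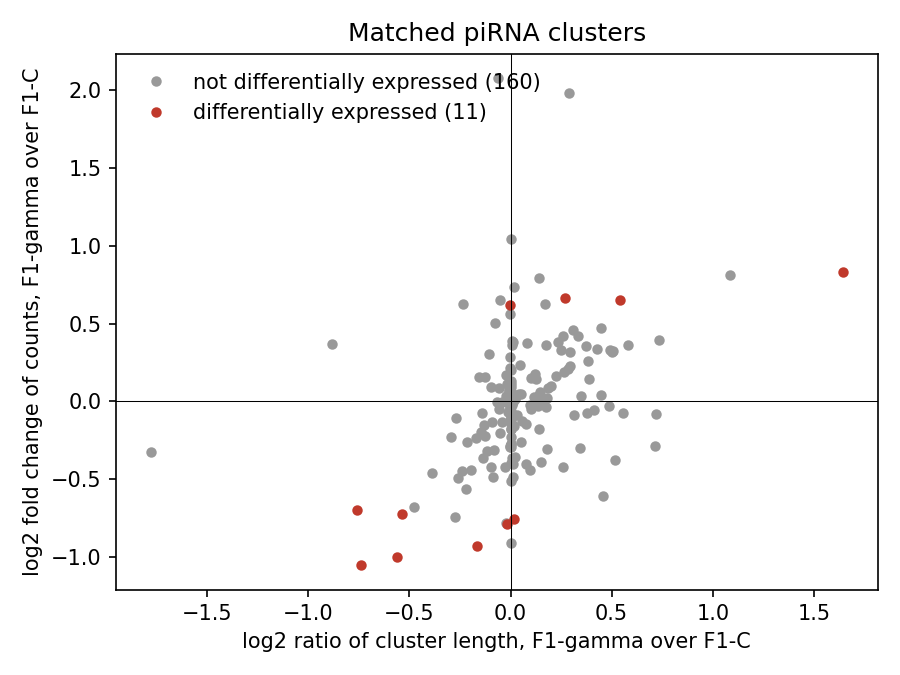
Log2 fold change of the counts of each of the 171 matched clusters (F1-γ against F1-C, vertical axis) against the log2 ratio of the cluster's length in F1-γ to that in F1-C (horizontal axis), with each point a cluster and called clusters marked. The fold change rises with the length ratio (Pearson's r 0.379 across clusters), and 9 of the 11 called clusters have the sign of their length ratio.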

After dataset normalization (Supplementary Figure S5), 11 piRNAs clusters were differentially expressed between offspring of gamma-exposed parents and controls, 6 up-regulated, and 5 down-regulated (log2 FC > 0.6, p < 0.05, Adjusted p value < 0.05; Fig. 4B, Table 3).

**Table 3:** Differentially expressed piRNA clusters.

Clusters	Log2FC	AbsFC	AveExpr	t	P value	Adj.P.Val
Cluster 159c-170g	− 1.02	− 2.03	10.41	− 13.08	8.26E−06	1.41E−03
Cluster 275c-287g	0.68	1.60	10.12	10.69	2.81E−05	2.41E−03
Cluster 160c-171g	0.95	1.93	8.25	6.90	3.66E−04	2.09E−02
Cluster 220c-235g	0.67	1.59	8.67	6.40	5.56E−04	2.38E−02
Cluster 226c-241g	0.96	1.95	8.99	5.91	8.65E−04	2.54E−02
Cluster 230c-244g	− 0.66	− 1.58	8.72	− 5.65	1.10E−03	2.64E−02
Cluster 303c-313g	− 0.69	− 1.61	8.53	− 5.53	1.23E−03	2.64E−02
Cluster 121c-126g	− 0.73	− 1.66	8.28	− 4.96	2.20E−03	3.29E−02
Cluster 63c-60g	0.73	1.65	9.04	4.83	2.51E−03	3.30E−02
Cluster 240c-253g	0.72	1.64	9.54	4.18	5.17E−03	4.21E−02
Cluster 13c-12g	− 0.86	− 1.81	8.83	− 3.91	7.07E−03	4.84E−02

Pairwise comparison between generation F_1_ from exposed (8.7 mGy/h γ-radiation) (F_1_-γ) and control parents (F_1_-C).

piRNA population within predicted clusters was also searched for piRNA signatures such as uridine (U) at 5′ end, which is recognized as a hallmark of the primary biogenesis pathway, and 10 nt 5′ overlap bias, accepted as a signature for the secondary piRNAs biogenesis pathway, known as ping-pong mechanism^29,30^. Besides the read length (Fig. 6A), found in concordance with the described theoretical size of piRNAs, more than 80% of piRNA reads in both experimental groups contained a U at their 5′end (Fig. 6B). In addition, 9.87% and 10.25% of piRNA candidate reads in F_1_ offspring from exposed and controls parents respectively, showed the typical 10 nt 5′overlap (Fig. 6C). The significantly larger number of reads in the offspring from the gamma-exposed group (F_1_-γ), showing a 10 nt 5′ overlap compared to controls (p < 0.05), suggested a higher abundance of piRNAs in the group F_1_-γ derived from processed transposons through ping-pong mechanism. In zebrafish, Piwil1 process the activated transposons producing secondary piRNAs, which in turn are loaded into Piwil2, generating more piRNAs from primary piRNA transcripts. Thus driving the amplification loop (ping-pong mechanism) resulting in a population a piRNAs of opposite polarity with a 10 nt 5′overlap^31^.

**Figure 6:**
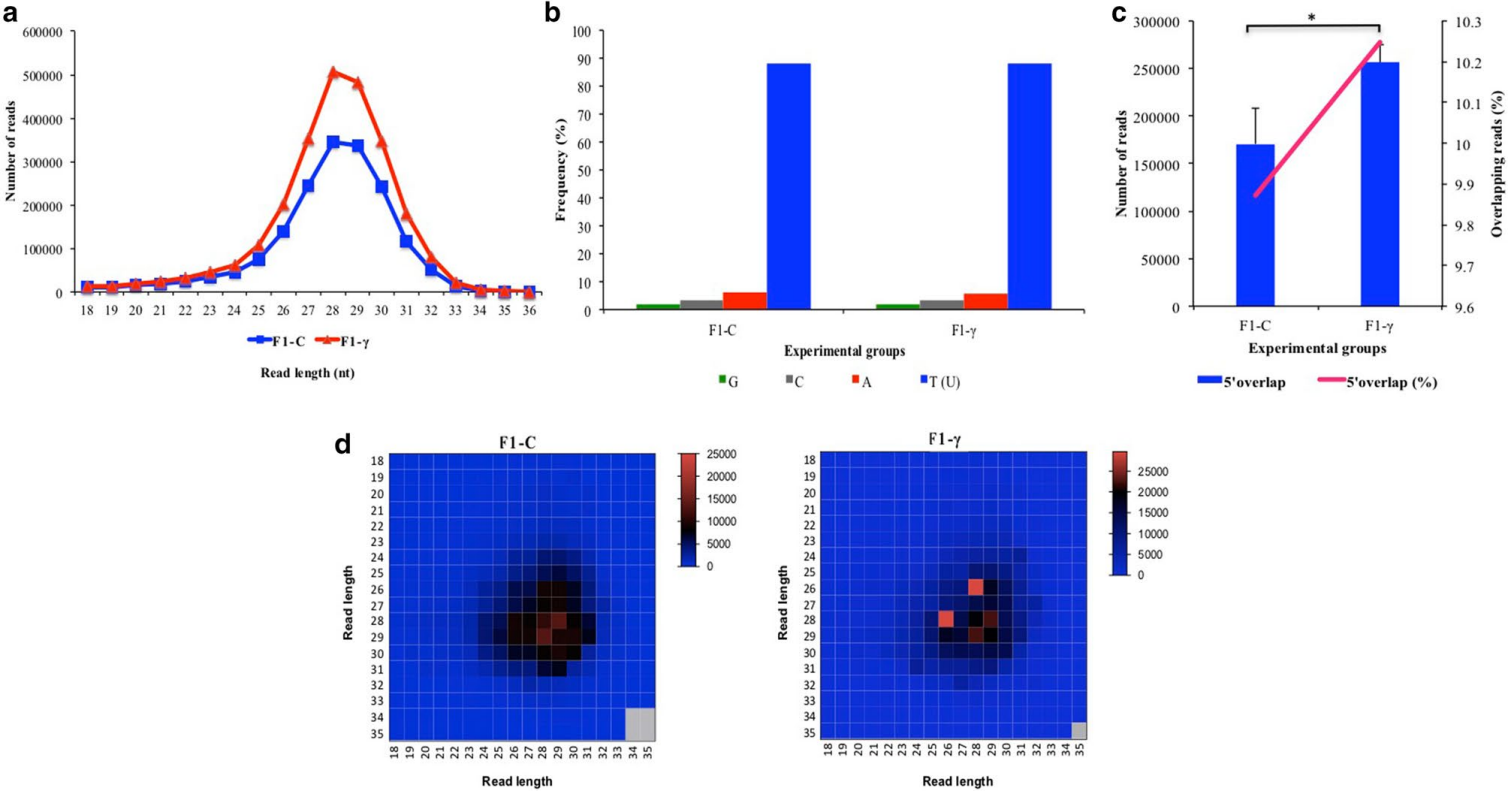
Analysis of piRNA signatures in clusters predicted in F_1_ generation of embryos (5.5 hpf) from parents exposed to 8.7 mGy/h γ-radiation (F_1_-γ) and non-exposed control parents (F_1_-C) (n = 3). A) Read length distribution. B) Per base distribution analysis. C) 5′10nt overlap distribution. Asterisk indicates significant differences (p < 0.05; paired t test). D) Read length analysis of reads with 5′ 10nt overlapping (ping-pong signatures; average Z score F_1_-C = 44.2, and F_1_-γ = 42.9; p < 0.01).

The analysis of ping-pong signatures showed the presence of a similar heterotypic 28 × 29nt peak in both F_1_-γ and control group (F_1_-C). Whereas a strong peak at 26 × 28nt was only found in the offspring form exposed parents (F_1_-γ) (average Z-score F_1_-C = 44.2, and F_1_-γ = 42.9; p < 0.01), indicating that piRNA population in the descendants from the gamma-irradiated parents (F_1_-γ) differs in size from that found in the offspring from the non-irradiated parents (F_1_-C) (Fig. 6D). Since there are only two *piwi* paralogs reported in zebrafish, *piwil1* (piwi-like RNA-mediated gene silencing 1, ENSDARG00000041699) and *piwil2* (piwi-like RNA-mediated gene silencing 2, ENSDARG00000062601), the same peak from 10 nt 5′ overlapping reads might be observed in both experimental groups. Besides, considering that, *piwil2* was found down-regulated when analysing mRNA expression in a parallel study using siblings embryos as for those used in this study^9^, we then hypothesized that parental gamma radiation induced the activation of additional *piwil2* paralog or isoform*,* which might be the cause for the presence of a different peak from 10 nt 5′ overlapping reads in the group F_1_-γ. There are four different *piwil2* isoforms annotated in Ensembl (ENSDART00000090695.7, ENSDART00000162071.2, ENSDART00000134274.3, ENSDART00000136004.2). Nevertheless further research is necessary to prove this hypothesis.

### Differentially expressed piRNA clusters are associated to transposable elements

Although piRNAs appear to be involved in transcriptional regulation and deadenylation of mRNAs^32^, its major role in the gonads is in controlling the expression of TEs, thus protecting the genome from their harmful effects, and ensuring that genetic information is correctly passed down to the next generation^33,34^. Primary piRNA clusters are derived from genomic loci known for harboring TEs. Transcriptionally active TEs are processed by Piwil1 and Piwil2 producing secondary piRNAs (ping-pong mechanism), which are antisense to expressed TEs^31,33^.

We intersected our set of piRNA clusters expressed in the offspring from the gamma-exposed group (F_1_-γ) and the controls (F_1_-C) (matched piRNA clusters) with TEs. 

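In Supplementary Data S3, read against the clusters of the deposited table, 86 of the 171 clusters overlapped 172 TEs. These were 95 LTR, 50 TIR, 14 LINE and 5 Helitron elements, 1 Crypton and 7 elements of the order DNA/Unknown.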

As expected, we found a large number of matched piRNA clusters (85 out of 171) overlapping with 172 TEs (p < 0.0001), which were classified into six different orders; LTR, LINE, TIR, Crypton, Helintron and DNA/unknown (Supplementary Data S3). Afterward, we determined a significant association between DEpiRNA clusters and TEs (p = 0.0024), where 45% of DEpiRNA clusters overlapped with 9 TEs belonging to orders LTR, LINE, and TIR. 

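Among the 11 clusters called from the counts, 6 (54.5%) overlapped a TE, compared with 80 of the other 160 clusters (50%). The odds ratio was 1.2, and a two-sided Fisher's exact test gave p = 1. Among the 11 clusters of Table 3, 5 (45.5%) overlapped a TE, with an odds ratio of 0.813 (Fisher's exact test, p = 0.766). The odds ratio of the called clusters moved most when the second F1-C replicate was left out, to 3.11 (Fisher's exact test, p = 0.277). Without the third F1-C replicate it was 0.488 with 3 called clusters.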

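Leaving aside the 47 TEs in clusters that lie on both strands, 125 TEs overlapped a cluster of a single strand, and 113 of them (90.4%) were on the strand opposite to their cluster. For the 9 TEs in the clusters of Table 3 this held for 9 of 9, compared with 89.7% of the TEs in the other clusters (two-sided Fisher's exact test, p = 0.598). For the clusters called from the counts it held for 4 of 6 TEs (66.7%), compared with 109 of 119 (91.6%) elsewhere (Fisher's exact test, p = 0.102). Both tests took each TE as a unit, but TEs in the same cluster are set against the same cluster strand. The 9 TEs of Table 3 clusters lie in 5 clusters, so the units are not independent. The 2 TEs on the same strand as their called cluster were an EnSpm element on chromosome 4 from 59663376 to 59664868 and a DIRS element on chromosome 8 from 44993980 to 44995298. From the opposite strands in Table 4, the paper proposes that the DEpiRNAs were expressed in response to active TEs.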

In every case, DEpiRNA clusters appeared to be expressed from the complementary strand of the associated TEs (Table 4), suggesting that these DEpiRNAs have been expressed in response to the activation of TEs.

**Table 4:** Genomic association between DEpiRNA clusters and transposable elements (TE) in F_1_ offspring from parents exposed to gamma radiation.

Class	Order	Superfamily	Transposable element	Chr	Strand	Start	End	Matched clusters	Strand	Coordinate Ctrl	Coordinate gamma
Class I	LTR	ERV	ERV1-N2-LTR_DR	chr4	+	29,601,493	29,601,990	Cluster 159c-170g	−	29,601,046–29,605,599	29,598,133–29,605,596
		Pao	BEL5-LTR_DR	chr5	+	509,591	509,940	Cluster 226c-241g	−	505,497–514,982	503,412–515,021
		Gypsy	Gypsy86-I_DR	chr11	−	15,191,699	15,192,548	Cluster 13c-12g	+	15,189,937–15,194,076	15,189,146–15,194,836
	LINE	L2	L2-41_DRe	chr5	+	510,697	511,321	Cluster 226c-241g	−	505,497–514,982	503,412–515,021
Class II	TIR	hAT	HAT1_DR	chr4	+	72,262,741	72,263,561	Cluster 220c-235g	−	72,259,035–72,270,029	72,259,614–72,270,029
			HAT1_DR	chr4	+	72,265,269	72,265,422	Cluster 220c-235g	−	72,259,035–72,270,029	72,259,614–72,270,029
			HAT1_DR	chr4	+	72,267,726	72,268,391	Cluster 220c-235g	−	72,259,035–72,270,029	72,259,614–72,270,029
		Dada	Dada-tA_DR	chr21	+	30,147,477	30,148,228	Cluster 121c-126g	−	30,146,527–30,153,953	30,145,014–30,153,912
			Dada-tA_DR	chr21	+	30,149,218	30,151,489	Cluster 121c-126g	−	30,146,527–30,153,953	30,145,014–30,153,912

Fisher’s exact test, p-value = 0.0024.

In bovine embryos, piRNAs and TEs of the families LINE and ERV1 among others, that seemed to be associated considering their mapping locations, showed an inverse relationship in expression^35^. Additionally, TEs activation due to irradiation has been observed in yeast, plants, and *Drosophila*^36–38^. In concordance, TEs have been associated with DNA integrity disruption and double-stranded breaks in *Drosophila*^39^. Therefore, parallel experiments on the siblings of these embryos showed a significantly higher DNA damage rate in the offspring of the gamma exposed parents as compared to embryos from control (non-irradiated) parents 1 year after parental irradiation, which lacked of association with an effect from reactive oxygen species^27^.

Though piRNAs-mediated TEs silencing through recruitment of DNA methyltransferase has been proposed as a mechanism for controlling TEs activation in mammals^40^, we found no association between piRNA clusters and DMRs obtained from our parallel study^8^. To our best knowledge, this is the first study reporting an association between altered expression of piRNA clusters and TEs in the generation F_1_ of parents exposed to gamma radiation.

### Differential expression of snRNA in F_1_ embryos from exposed parents

We observed a significantly lower amount of reads mapping to snRNAs in F_1_ offspring from gamma-irradiated parents (F_1_-γ) as compared to the F_1_ offspring of non-irradiated parents (F_1_-C) (4.1-folds, p < 0.001) (Fig. 3B). 

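The snRNA table gives whole reads overlapping each of 1229 snRNA genes on GRCz10, not normalized, and 171 of the genes had a count in at least 1 library. The authors counted a total of 24212, 30257 and 26487 reads on them in the F1-C libraries and 9138, 6034 and 5756 in the F1-γ libraries. Several copies of a gene hold identical values in every library, which shows that a read could be counted on more than 1 copy, so a total exceeds the number of reads and the values of single copies are uncertain. The reads are of small RNA length, so the values count small RNA fragments that overlap an snRNA gene, not whole snRNAs. Divided by the counts of all 4 tables, snRNAs took 1.62% ± 0.193 (SD, n = 3) in F1-C and 0.309% ± 0.0612 (SD, n = 3) in F1-γ, 5.25-fold less (two-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). U1.30, the most abundant gene, has 3 copies with near-identical counts. Without all 4 genes, a setting chosen after seeing the data, the totals differed 2.39-fold, with no overlap between the groups (exact permutation test, p = 0.1).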

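With more than 100 counts required in at least 3 of the 6 libraries, 27 snRNA genes were tested. They included 8 U1, 10 U2, 1 U4, 6 U5, 1 U6 and 1 U12 gene. Genes with the same counts in all libraries left 21 distinct profiles, and genes within 3 counts or 10% of each other left 17. When more than 100 counts were required in every library, 11 genes remained.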

Using a cutoff of more than 100 read counts, the expression of 25 snRNA genes was detected (Supplementary Data S4). Pairwise comparison on the normalized dataset (Supplementary Figure S6) showed 19 (76%) snRNA genes differentially expressed (DEsnRNA) (log2FC > 0.6, p < 0.05, FDR < 0.05). 

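Of the 27 genes tested, 10 passed the thresholds, and 14 had an unadjusted p below 0.05. The groups did not overlap in normalized counts for 15 genes (55.6%), where chance gives 10%. On chromosome 9, the copies U1.87 (1315643 to 1315807), U1.78 (1323416 to 1323580) and U1.63 (1328660 to 1328824) had identical counts of 2989, 3550 and 2824 in F1-C and 334, 213 and 142 in F1-γ. Each had a log2 FC of -1.049 after TMM normalization (standard error 0.0878, adjusted p = 0.000204 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). U2.3 (14991766 to 14991956) and U2.14 (15007205 to 15007395) on chromosome 2 had 892, 1008 and 1200 counts in F1-C and 1041, 643 and 812 in F1-γ. Relative to the other snRNAs, this was a log2 FC of 2.49 (standard error 0.328, adjusted p = 0.00106 in the edgeR test). Both groups of genes are copies that share reads, so each set stands for about 1 measured profile.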

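Normalized within the snRNA table, 4 of the 10 called genes were lower in F1-γ (U1.30, U1.63, U1.78 and U1.87) and 6 were higher (U2.3, U2.7, U2.8, U2.12 and U2.14, all on chromosome 2, and U6.14). The raw counts differ from this split, since all 27 genes had a lower mean count in F1-γ, and for 18 of them every F1-γ library was below every F1-C library. The 5 U2 genes on chromosome 2 overlapped between the groups in raw counts. The split therefore depended on the scaling. With library sizes from the miRNA table all 27 genes were called lower, with totals of the snRNA table and no TMM factors 5 were higher and 12 lower, with upper-quartile normalization 9 and 9, with RLE normalization 8 and 5, and without a filter on low counts 9 and 20. Under the miRNA library sizes, U2.3, U2.14 and U2.12 had a log2 FC of -0.83 and U6.14 of -1.71. The median log2 FC of the genes tested was -0.02 after TMM and -3.38 with library sizes from the miRNA table, so the direction of a single gene is relative to that shift. Without the first F1-γ replicate, 18 genes were called.

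**Figure D2:**
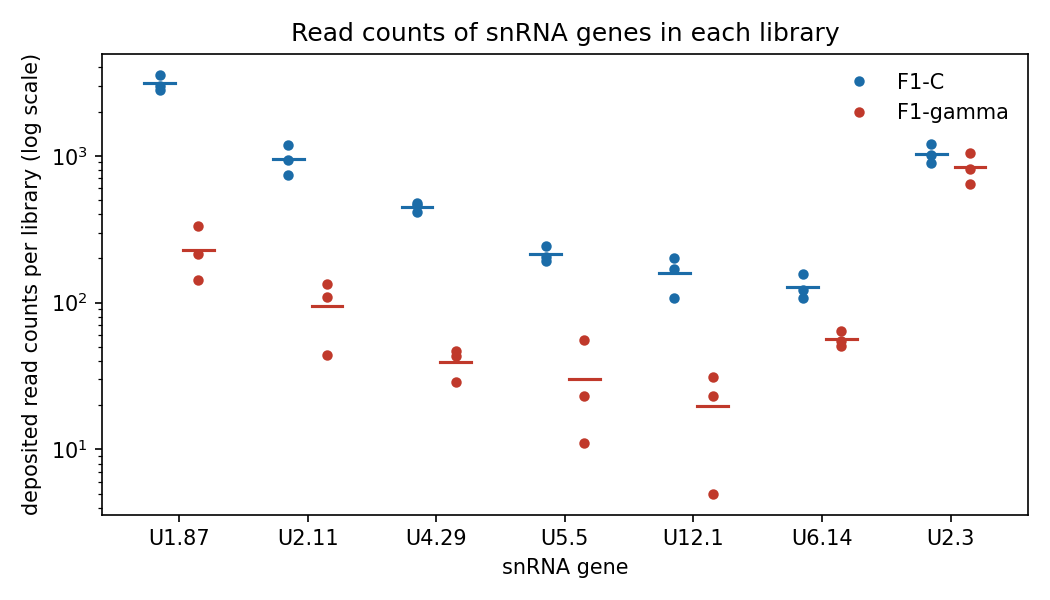
Raw counts per library, on a log axis, of 7 snRNA genes in the 3 F1-C and 3 F1-γ libraries, with each point a library. U1.87 is about an order of magnitude lower in F1-γ (334, 213 and 142 counts against 2989, 3550 and 2824), whereas the counts of U2.3 overlap between the groups.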

From those, 16 were down-regulated in the group F_1_-γ, whereas only three snRNAs were up-regulated (Fig. 4D; Table 5).

**Table 5:** Differentially expressed snRNAs.

Feature	ID	Log2FC	AbsFC	logCPM	p-value	FDR
U1.87-201	ENSDART00000122651	− 2.59	− 6.03	16.43	1.45E−16	4.81E−14
U1.78-201	ENSDART00000130858	− 2.59	− 6.03	16.43	1.47E−16	4.81E−14
U1.63-201	ENSDART00000131127	− 2.59	− 6.03	16.43	1.51E−16	4.81E−14
U1.30-201	ENSDART00000118247	− 2.59	− 6.03	16.43	1.56E−16	4.81E−14
U2.11-201	ENSDART00000115842	− 2.10	− 4.31	14.75	7.34E−12	1.80E−09
U2.4-201	ENSDART00000118922	− 2.07	− 4.20	14.86	6.71E−11	1.37E−08
U2.10-201	ENSDART00000116995	− 1.86	− 3.63	14.96	9.03E−10	1.59E−07
U4.29-201	ENSDART00000118843	− 2.29	− 4.92	13.74	4.70E−09	7.23E−07
U5.9-201	ENSDART00000120566	− 3.07	− 8.44	11.77	9.00E−07	1.23E−04
U12.1-201	ENSDART00000115597	− 1.80	− 3.48	12.27	2.36E−06	2.90E−04
U1.34-201	ENSDART00000118029	− 1.83	− 3.57	12.43	7.50E−06	7.69E−04
U1.46-201	ENSDART00000126252	− 1.83	− 3.57	12.43	7.51E−06	7.69E−04
U5.5-201	ENSDART00000115886	− 1.72	− 3.29	12.75	9.18E−06	8.67E−04
U1.229-201	ENSDART00000165185	1.40	2.64	11.64	2.85E−05	2.50E−03
U1.194-201	ENSDART00000169715	3.71	13.13	8.59	4.90E−05	4.01E−03
U1.74-201	ENSDART00000128520	− 1.57	− 2.96	12.51	1.01E−04	7.29E−03
U1.16-201	ENSDART00000118626	− 1.57	− 2.96	12.51	1.01E−04	7.29E−03
U1.221-201	ENSDART00000161457	2.16	4.49	10.99	3.40E−04	2.32E−02
U4.25-201	ENSDART00000115598	− 1.05	− 2.07	11.82	7.58E−04	4.90E−02

Pairwise comparison between generations F_1_ from exposed (8.7 mGy/h γ-radiation) (F_1_-γ) and control parents (F_1_-C). Transcript IDs were obtained from Ensembl database (http://www.ensembl.org).

Small nuclear RNAs comprise a group of nuclear-localized sncRNAs, which are critical components of the spliceosome. From the five major spliceosomal snRNA (U1, U2, U4, U5, and U6), the snRNA U1 and U2 guide the association of the spliceosome to the 5′ and 3′splice sites respectively, and are essential for the early splicing process^41^. 

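Summed over all listed members, U1 genes had 13520 ± 1652 (SD, n = 3) raw counts in F1-C and 1236 ± 452 (SD, n = 3) in F1-γ, a 10.9-fold difference. U2 genes had 10954 ± 1482 (SD, n = 3) and 5033 ± 1020 (SD, n = 3), a 2.18-fold difference. In both families every F1-γ library was below every F1-C library (two-sided exact permutation test, p = 0.1 for each, the smallest that 3 libraries against 3 allow). Within the TMM scale, the U2 genes outside chromosome 2 that Table 5 lists, U2.11 (log2 FC -0.62), U2.4 (-0.58) and U2.10 (-0.36), were not called (adjusted p = 0.0914, 0.0980 and 0.210 in edgeR's quasi-likelihood test). U2.11 was called as lower under 10 of 18 alternatives, among them no filter on low counts and identical genes collapsed. U1.34 and U1.46 had a log2 FC of -0.28 and U1.16 and U1.74 of -0.02. U1.194, U1.221 and U1.229 had too few counts for the test of 27 genes. In the fit without a filter they were called, with log2 FC of 3.61, 2.17 and 1.38, on 0 to 2, 13 to 19 and 29 to 44 counts in the F1-C libraries.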

Interestingly, the vast majority of down-regulated snRNA genes (12 out of 16) in the group F_1_-γ were members of U1 and U2. In addition to U1 and U2, four members of U4 and U5 were found down-regulated. In total, 4 out of 5 major spliceosomal snRNAs were represented in our data as down-regulated genes (Table 5).

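In raw counts, U4 genes had 639 ± 7.02 (SD, n = 3) in F1-C and 95.0 ± 33.4 (SD, n = 3) in F1-γ, a 6.73-fold difference, and U6 genes had 437 ± 93.2 (SD, n = 3) and 125.7 ± 22.9 (SD, n = 3), a 3.47-fold difference (two-sided exact permutation test, p = 0.1 for each). U5 genes had 1190.3 ± 383 (SD, n = 3) and 411 ± 358 (SD, n = 3), and their groups overlapped (exact permutation test, p = 0.2). Relative to the other snRNAs, U4.29 (chromosome 4, 14726319 to 14726459) had a log2 FC of -0.75 (standard error 0.248, adjusted p = 0.0595 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). U5.9 had a log2 FC of -1.52 (adjusted p = 0.0914 in the edgeR test), U5.5 had -0.21 and U12.1, of the minor spliceosome, had -0.36. U4.25 was below the count minimum, with a log2 FC of -1.08 in the fit without a filter (adjusted p = 0.0793 in the edgeR test). U4.29 was called as lower under 15 of 19 alternatives, among them edgeR's exact test, DESeq2, RLE and upper-quartile normalization and identical genes collapsed, and U5.9 under 13, among them the same ones apart from RLE normalization. U5.5 and U12.1 were called as lower under 5 each, among them no filter on low counts and library sizes from the miRNA table. From the members of Table 5, the paper states that 4 of the 5 major spliceosomal snRNAs were represented among the down-regulated genes.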

We hypothesize that the down-regulation of the major spliceosomal snRNAs negatively affects the gene expression rate. Both snRNAs U1 and U2 participate in the regulation of transcription by increasing the formation of the first phosphodiester bond during transcription initiation, and also interact with components of the initiation complex such as TFIIH (transcription factor II human)^41–43^. On the other hand, *gtf2h1* (general transcription factor 2 h polypeptide 1), a gene encoding for a subunit of TfIIh, was found down-regulated when analysing mRNA expression of siblings embryos as for those used in this study^9^. The later suggests that combined down-regulation of the major spliceosomal snRNAs and *gtf2h1* can be the cause of the lower global gene expression rate in F_1_ offspring of gamma irradiated parents from our parallel gene expression study^9^.

### Differential expression of lincRNA in F_1_ embryos from exposed parents

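The lincRNA table lists 1315 transcripts by their Ensembl identifiers with the whole reads overlapping each on GRCz10, not normalized, and 1086 had a count in at least 1 library. The authors' counts summed to 108976, 129490 and 96906 in the F1-C libraries and to 131439, 124348 and 127565 in the F1-γ libraries. The reads are of small RNA length, so the values count small RNA fragments that overlap a lincRNA, not whole transcripts, and the strand was not used where transcripts on opposite strands hold the same counts. A single transcript, ENSDART00000151198.3, took 17.1% of the counts in F1-C and 1.11% in F1-γ. Without it, the totals were 92462 ± 10845 (SD, n = 3) in F1-C and 126361 ± 3196 (SD, n = 3) in F1-γ, 1.37-fold higher in F1-γ and without overlap between the groups (two-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow).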

We found a significantly lower amount of reads mapping to lincRNA genes in the embryos from parents exposed to gamma radiation (F_1_-γ) than in controls (F_1_-C) (2.1-folds, p < 0.001) (Fig. 3B).

Aiming to compare the expression of lincRNAs between F_1_-γ and control (F_1_-C) embryos, the reads mapping to lincRNAs in both groups were quantitated. 

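With more than 100 counts required in at least 3 of the 6 libraries, 125 of the 1315 lincRNAs were tested.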

We detected the expression of 108 lincRNA genes with a cut-off of more than 100 read counts (Supplementary Data S5). 

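Of the 125 lincRNAs tested, 46 had an adjusted p below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 20 with higher and 26 with lower expression in F1-γ, and 62 had an unadjusted p below 0.05. The groups did not overlap in CPM for 60 (48%), where chance gives 10%.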

After normalization of the quantitated dataset (Supplementary Figure S7), 44 lincRNAs were differentially expressed (DElincRNA) in the group F_1_-γ (Fig. 4C). We shortlisted the number of DElincRNAs to 21 genes using a more stringent fold change cut-off (log2FC > 0.6, p < 0.05, FDR < 0.05) that could be categorized into 14 (66.7%) down-regulated and 7 (33.3%) up-regulated lincRNAs in the offspring of the gamma irradiated parents (F_1_-γ) (Table 6).

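With the log2 FC threshold of 0.6, 4 lincRNAs were higher and 14 lower in F1-γ, and all 18 are listed in Table 6. The 21 lincRNAs of Table 6 all had the sign given there. The 3 that were not called, ENSDART00000184251.1 (log2 FC 0.57), ENSDART00000155805.2 (0.60) and ENSDART00000164620.2 (0.56), passed the adjusted p but lay at or under the fold change threshold. The largest change was that of ENSDART00000151198.3 (si:dkey-153m14.1, chromosome 20, 55338635 to 55339525, minus strand), with 209302 ± 36014 CPM (SD, n = 3) in F1-C and 10562 ± 4349 CPM (SD, n = 3) in F1-γ and a log2 FC of -4.31 (standard error 0.301, adjusted p = 9.04e-06 from edgeR's quasi-likelihood test). ENSDART00000171481.2 (si:dkey-23f9.15) had a log2 FC of -2.28 (standard error 0.355, adjusted p = 0.00122 in the edgeR test). ENSDART00000155833.2 (si:dkey-30f11.2, chromosome 6, 15811680 to 15813165), which lies in a matched piRNA cluster, had a log2 FC of 1.01 (standard error 0.161, adjusted p = 0.00131 in the edgeR test), and ENSDART00000155205.2 (si:ch73-65n21.2) one of 0.98 (standard error 0.126, adjusted p = 0.000355). ENSDART00000135637.2 and ENSDART00000154612.2 overlap by 9666 bp on opposite strands of chromosome 21 and ENSDART00000142034.2 and ENSDART00000153803.3 by 2345 bp, and the counts within each pair were near-identical, so each pair is uncertain as to its source. The split also depended on the scaling. With totals of the table and no TMM factors, 43 lincRNAs were higher and 8 lower, with the median log2 FC of the lincRNAs tested at 0.41 instead of 0.02. With library sizes from the miRNA table, 7 were called, all of them lower, but the fold changes as a set did not shift. The median log2 FC was 0.016 there, and all 21 lincRNAs of Table 6 kept their sign. Without a filter on low counts, 32 were higher and 28 lower. Without the first F1-γ replicate, 29 were called.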

**Table 6:** Differentially expressed lincRNAs.

Transcript ID	Name	Log2FC	AbsFC	logCPM	P value	FDR
ENSDART00000151198.3	si:dkey-153m14.1	− 4.26	− 19.20	16.75	2.85E−54	3.08E−52
ENSDART00000163316.2	malat1-001	− 2.01	− 4.03	10.91	8.88E−30	4.79E−28
ENSDART00000152334.2	si:ch211-202n12.4-001	− 1.37	− 2.58	11.34	1.08E−14	3.88E−13
ENSDART00000142034.2	si:dkey-163i6.7-001	− 1.25	− 2.37	10.42	3.66E−14	9.89E−13
ENSDART00000153803.3	si:ch73-112l6.6-001	− 1.26	− 2.39	10.41	6.64E−14	1.44E−12
ENSDART00000155205.2	si:ch73-65n21.2-001	1.01	2.02	13.76	6.85E−13	1.23E−11
ENSDART00000171481.2	si:dkey-23f9.15-001	− 2.23	− 4.69	12.80	1.01E−11	1.56E−10
ENSDART00000157228.2	si:dkeyp-9a1.3-001	− 1.05	− 2.07	13.97	2.17E−10	2.93E−09
ENSDART00000155833.2	si:dkey-30f11.2-001	1.04	2.06	12.71	4.11E−09	4.93E−08
ENSDART00000161654.2	si:dkey-208k4.7-002	− 0.79	− 1.72	12.14	9.07E−08	9.80E−07
ENSDART00000194508.1	N/A	0.72	1.65	12.64	2.20E−06	2.16E−05
ENSDART00000164487.2	si:zfos-754c12.1-001	− 0.61	− 1.53	14.54	5.31E−06	4.78E−05
ENSDART00000157923.2	si:ch211-209n20.60-001	0.80	1.75	12.57	1.14E−05	8.53E−05
ENSDART00000145442.3	si:ch211-209a2.1-001	− 1.03	− 2.04	11.95	1.18E−05	8.53E−05
ENSDART00000184251.1	N/A	0.61	1.52	13.29	1.18E−05	8.53E−05
ENSDART00000155805.2	si:dkey-273g18.4-001	0.63	1.55	11.89	1.51E−05	1.02E−04
ENSDART00000173530.2	N/A	− 0.63	− 1.54	12.03	2.01E−05	1.28E−04
ENSDART00000135637.2	si:dkeyp-116h7.2-001	− 0.60	− 1.52	13.19	2.43E−05	1.46E−04
ENSDART00000154612.2	si:dkeyp-116h7.4-001	− 0.60	− 1.52	13.19	2.82E−05	1.60E−04
ENSDART00000155864.3	si:zfos-1451h6.1-001	− 0.71	− 1.64	12.91	5.31E−05	2.87E−04
ENSDART00000164620.2	si:dkey-250k10.3-001	0.59	1.51	12.59	1.82E−04	8.93E−04

Pairwise comparison between generations F_1_ from exposed (8.7 mGy/h γ-radiation) (F_1_-γ) and control parents (F_1_-C). Transcript IDs and transcript names obtained from Ensembl database (http://www.ensembl.org) and ZFIN (The Zebrafish Information Network; http://zfin.org/) respectively.

To gain insight into the biological function of the DElincRNAs, we searched for DElincRNAs within our dataset with conservation and functional annotation in the ZFLNCRNA database^44^. Only five out of 21 DElincRNAs were found conserved in human or mouse representing the 23.8% (Table 7). Similarly, previous studies found only 5.3 to 8.9% of zebrafish lncRNAs conserved^45,46^.

**Table 7:** List of differentially expressed lincRNAs in the generation F_1_ from exposed (8.7 mGy/h γ-radiation) (F_1_-γ) parents with conserved orthologs in human and/or mouse and functional annotations.

LincRNA	ZFLNCRNAdb	Chr	Start	End	Strand	Human	Mouse	GO	KEGG
ENSDART00000157923.2	ZFLNCT04065	chr4	38,126,500	38,135,543	−	No	NONMMUT042657	No	No
ENSDART00000163316.2	ZFLNCT12715	chr14	46,643,943	46,651,420	−	ENST00000534336	ENSMUST00000172812	Yes	Yes
ENSDART00000151198.3	N/A	chr20	55,338,635	55,339,525	−	lncAB371.6	No	N/A	N/A
ENSDART00000142034.2	ZFLNCT17985	chr21	22,330,675	22,338,370	−	No	ENSMUST00000144118	Yes	Yes
ENSDART00000153803.3	ZFLNCT17986	chr21	22,333,232	22,335,576	+	No	ENSMUST00000144118	Yes	Yes
ENSDART00000145442.3	ZFLNCT05491	chr5	60,665,272	60,669,808	+	No	No	Yes	Yes
ENSDART00000155864.3	ZFLNCT10158	chr11	7,139,664	7,141,407	+	No	No	Yes	Yes
ENSDART00000135637.2	ZFLNCT17908	chr21	17,947,814	17,976,724	−	No	No	Yes	Yes
ENSDART00000154612.2	ZFLNCT17909	chr21	17,948,235	17,957,900	+	No	No	Yes	Yes
ENSDART00000164487.2	ZFLNCT10938	chr12	20,371,009	20,378,455	+	No	No	Yes	Yes

Transcript IDs obtained from Ensembl database (http://www.ensembl.org) and ZFLNCRNA Database (http://www.zflnc.org) respectively.

Conserved genes are thought to exert similar biological functions across species. 

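The transcript ENSDART00000163316.2, which Table 6 names malat1, lies on the minus strand of chromosome 14 from 46643943 to 46651420 (GRCz10). It had 258, 343 and 255 counts in the F1-C libraries and 103, 122 and 77 in the F1-γ libraries, or 3125 ± 283 CPM (SD, n = 3) and 752 ± 176 CPM (SD, n = 3). Its log2 FC was -2.05 (standard error 0.176, adjusted p = 2.99e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With 1 library left out at a time the log2 FC stayed between -2.24 and -1.90, and under the other settings between -2.11 and -1.67, called each time it was tested. These counts are of small RNA reads on the malat1 transcript.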

One of the most down-regulated DElincRNAs found in the descendants from gamma-irradiated parents represents an ortholog of the well-characterised human lincRNA MALAT1 (metastasis associated lung adenocarcinoma transcript 1) (Tables 6, 7). MALAT1 has been shown to interact with several serine/arginine (SR) proteins, driving the distribution of splicing factors in the nucleus. The down-regulation of MALAT1 in HeLa cells resulted in decreased association of splicing factors to the nuclear speckle, producing alterations in the alternative splicing of endogenous pre-mRNA^47^. Besides, cellular responses to radiation exposure, DNA damage, and apoptosis can affect the alternative splicing process^48^. Therefore, the strong down-regulation of *malat-1*, and the down-regulation of major spliceosomal snRNAs suggest alterations in the alternative splicing in the generation F_1_ from exposed parents.

In addition, some lincRNAs can target miRNAs and counteract their function by reducing specific miRNA availability^49^. We used the experimental module from DIANA-LncBase (v.2)^50^ to search for experimentally confirmed miRNA-lncRNA interactions. Human orthologs of miRNAs dre-miR-21-1-3p, dre-let-7g-5p, dre-miR-1-3p, and dre-miR-135c-5p, among others (Table 1), were found as targets of MALAT1 (Supplementary Figure S8). This set represent up-regulated miRNAs in our dataset in contrast to the down-regulation of *malat-1*. 

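dre-miR-1-3p had 26.1 ± 5.53 CPM (SD, n = 3) in F1-C and 78.2 ± 30.1 CPM (SD, n = 3) in F1-γ, a log2 FC of 1.58 (standard error 0.299, adjusted p = 1.23e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). dre-miR-135c-5p had 34.7 ± 9.94 CPM (SD, n = 3) in F1-C and 75.7 ± 24.2 CPM (SD, n = 3) in F1-γ, a log2 FC of 1.096 (standard error 0.287, adjusted p = 0.00329). Both had fewer than 30 counts in at least 1 library, with a lowest count of 16 and 18, and were tested in the fit without a filter on low counts. The changes are across libraries of small RNA and give no measure of binding to malat1.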

Our pathway analysis indicated the involvement of those DEmiRNAs in the regulation of pathways such as insulin receptor-signaling, NFKB signaling, and pTEN (Supplementary Figures S2, S3, S4).

On the other hand, in zebrafish embryos, the knockdown of *malat-1* caused a high mortality rate and various types of phenotypical alterations^51^. This is in concordance with the expression profile of *malat-1* in our data, suggesting that its down-regulation contributed to establishing altered phenotypes documented in the F_1_ offspring from gamma-irradiated parents^9,27^. To the best of our knowledge the rest of conserved DElincRNAs represent uncharacterised members of this class, without available biological information.

We retrieved the co-expression networks of those DElincRNAs in our data with functional annotation in the ZFLNCRNA database (Table 7). This resulted in a subset of 59 genes representing unique entries. When intersecting this subset of genes with our previously published parallel mRNA-Seq data^9^, 32 genes (54.2%) had quantitated expression levels, whereas 27 genes (45.8%) were not found (Supplementary Data S6). The 32 genes detected were classified based on their expression levels as modulated (FDR < 0.05) or unmodulated (FDR > 0.05). The vast majority of modulated genes showed expression levels opposite to the DElincRNAs, while unmodulated genes had significantly lower expression levels as compared to modulated genes (p < 0.05) (Fig. 7A). This indicates that down-regulation of DElincRNAs result in increased expression of genes within the co-expression networks. The GO analysis of modulated genes under the category of biological processes showed significant enrichment in five GO terms (FDR < 0.05), such as ribosome biogenesis (GO:0042254), ribonucleoprotein complex biogenesis (GO:0022613), rRNA metabolic process (GO:0016072), rRNA processing (GO:0006364), and ribosomal large subunit biogenesis (GO:0042273) (Fig. 7B). Besides, the pathway ribosome biogenesis in eukaryotes (ID 03009) was found overrepresented (p value 2.406E−05, FDR 4.019E−03). The GO analysis of unmodulated genes did not show any GO terms significantly overrepresented.

**Figure 7:**
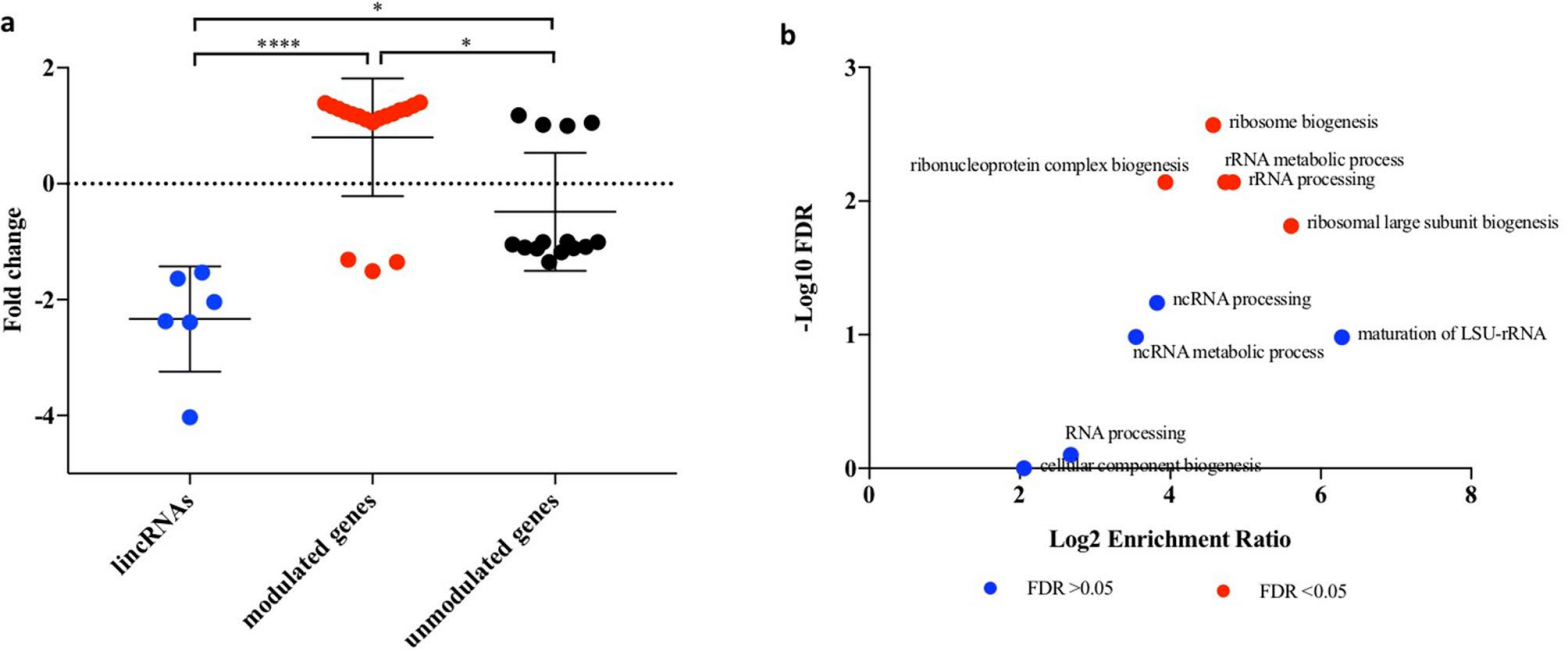
Expression and biological processes of genes within the co-expression network of DElincRNAs in the generation F_1_ of embryos (5.5 hpf) from parents exposed to 8.7 mGy/h γ-radiation (F_1_-γ). Gene expression values from our parallel differential expression data (GSE98539)^9^. (**A**) DElincRNAs expression level compared to modulated and unmodulated genes within the co-expression network. Modulated genes represent differentially expressed (FDR < 0.05), unmodulated genes represent not differentially expressed (FDR > 0.05). Asterisks indicate significant differences (**** p < 0.0001, * p < 0.05, Kruskal–Wallis and Dunn’s multiple comparison test, n = 3). (**B**) Overrepresented GO terms under the category biological processes from modulated genes in A (FDR < 0.05 Benjamini–Hochberg).

The synthesis of ribosomes must be under strict control to guarantee correct cell growth and proliferation. Disturbances in this pathway result in altered cell cycle and proliferation, similar to that observed in cancer^52^. In addition, the ribosome biogenesis pathway is sensitive to radiation in directly exposed mice^53^.

Based on publicly available data we have analysed the function of a small subset of DElincRNAs. We lack information about to the biological function of many other DElincRNAs in our data, limits our capacity to unravel all the implications of the dysregulation of this ncRNA class, in the descendants of parents exposed to gamma radiation. Despite not being fully understood, our results show the potential involvement of DElincRNAs in the regulation of miRNAs responsive to gamma radiation, post-transcriptional processes, and protein synthesis.

## Conclusions

Our results show the effect of gamma radiation on the non-coding transcriptome in the first-generation offspring of exposed parents. The exposure of adult zebrafish during gametogenesis to a dose rate similar to that observed in Chernobyl 60 days post-accident, produced alterations on the expression profile of different classes of ncRNAs such as miRNAs, piRNAs, snRNAs, and lincRNAs, which were observable 1 year later in the generation F_1_. Moreover, pathway analysis, and ncRNA expression could be linked to previously observed gamma radiation effects on phenotype and gene expression of these embryos. Altogether, our results provide new knowledge on the involvement of ncRNAs in the response to gamma radiation, and contribute to better understand to what extent the adverse effects of gamma radiation are inherited by offspring. Furthermore, this work sets the bases for transgenerational studies, with a focus on mechanisms of inheritance, expression pattern maintenance, as well as the possible impact on population dynamics.

## Material and methods

### Zebrafish husbandry and exposures

Zebrafish strain AB wild type was obtained from the Norwegian University of Life Sciences (NMBU) zebrafish facility and kept according to standard operational procedures as previously described by Hurem et al.^7^. The exposures of fish to gamma radiation, mating, as well as the generation of embryos were carried out as previously described by Hurem et al*.*^27^. Briefly, adult zebrafish (6 months old) were exposed for 27 days to a ^60^Co source at 8.7 mGy/h (5.2 Gy total dose), which represents a similar dose rate to that observed in Chernobyl 60 days post-accident^54^. Control fish were kept separately under similar experimental conditions. In both exposure and control groups, three replicates of 30 males and 30 females were used.

This study was conducted under the approval of the Institutional Animal Ethics Committee (IACUC) and the Norwegian Food Inspection Authority (NFIA), under permit number 5793. NMBU zebrafish facility, is licensed by the NFIA and accredited by the association for assessment and accreditation of laboratory animal care (AAALAC, license number: 2014/225976). The NMBU zebrafish facility and SOPs has AAALAC accreditation (No. 1036) and is approved by the National Animal Research Authority. All experiments were performed according to Norwegian Animal Welfare Act (2009) and the EU Directive 2010/63, following appropriate guidelines.

### Embryo sampling

One year after exposure, fish were mated, and embryos were obtained as previously described by Hurem et al.^27^. First-generation embryos from both, exposed and control parents were harvested in 100 mm Petri dishes (Costar, Corning incorporated, USA) containing autoclaved system water. The embryos were incubated at a controlled temperature of 28 ± 2 °C until staging at 5.5 hpf (50% epiboly). The autoclaved system water was replaced every two hours. The staging of embryos was performed following Kimmel et al.^55^. Staged embryos from each experimental group were directly transferred into 12-well plate (Costar, Corning incorporated, USA), containing 3 mL of autoclaved system water at a controlled temperature of 28 ± 2 °C. Pools of 100 embryos from each replicate in both experimental groups were allocated in separate wells, and washed 3 times with 10 mL autoclaved system water (28 ± 2 °C) to remove debris from the previous incubation period. Afterward, each pool of embryos was transferred to 1.5 mL microfuge tubes (Thermo Fisher Scientific, Waltham, MA) and snap-frozen in liquid nitrogen. All samples were stored at − 80 °C for further analysis.

### RNA isolation

Batches of 100 embryos in triplicates were homogenized using Magnalyser Beads (Roche Diagnostics, Germany), and total RNA was isolated using Trizol following the instructions of the manufacturer (Thermo Fisher Scientific, USA). Exogenous synthetic kanamycin mRNA (Promega, USA) was added as spike-in RNA to the Trizol (0.25 ng/mL). RNA integrity and concentration were assessed with Bioanalyzer using the RNA Nano LabChip Kit (Agilent Technologies, Santa Clara, CA) and Nanodrop 1000 (Thermo Fisher Scientific, USA) respectively. RNA samples with RIN values above eight were stored at − 80 °C until used for sequencing.

### Small RNA sequencing

The total RNA samples were sent for custom sequencing (Novogen, Hong Kong) under Illumina platform (HiSeq 4000). Three single-end libraries (biological replicates) from the exposure group (F_1_-γ), and the control group (F_1_-C) were made following the manufacture’s recommendations. In short, sequencing libraries were prepared from each sample using 1 μg of total RNA as input material (NEBnext Small RNA Library Prep Set for Illumina, New England Biolabs inc, USA). Adaptors at 5′and 3′-ends were ligated to generate non-directional cDNA libraries. After reverse transcription, cDNA was amplified using 12 PCR cycles. Amplified cDNA libraries were purified using AMPpure XP beads kit and size-fractionated using 6% polyacrylamide gel to obtain the fraction corresponding to sncRNAs (up to 150 bp). Libraries were checked for quality using Bioanalyzer 2100 system (Agilent Technologies, Palo Alto, USA) with DNA 1000 chip kit (Agilent Technologies). The libraries, with read lengths of 50 nt, were sequenced with targeted depth 10 million reads per library. Raw reads were deposited at Gene Expression Omnibus Database under accession number GSE152189.

### Bioinformatics analysis

Raw reads were trimmed from adapter sequences and quality assessed using Trim Galore! v0.3.7^56,57^. Only reads with Phred score > 30 were kept for further analysis. After adaptor trimming and QC filtering, raw reads were filtered by length using a combination of on terminal awk, unix, and perl commands. Only reads within the range 18–36 nt were retained. Length filtered reads were then mapped to zebrafish reference genome GRCz10 (http://www.ensembl.org), classified into genomic features, and counted using Unitas (v1.5.2)^30^ under default settings.

We used miRDeep2 v0.0.5^58^ to quantify miRNAs using the built-in script quantifier.pl, the option -W was used to weight read counts by their number of mapped loci. Options -p, -m, -r and -t were used to indicate miRNA precursor reference, mature miRNA reference, read files in FASTA format, and species, respectively. The rest of the options were kept as default. Precursor and mature miRNA references were obtained from miRBase v21 (http://www.mirbase.org)^59^, and updated with other reported miRNAs^60^.

Reads mapping to piRNA producing loci (piRNA cluster database released 01.08.2018, http://www.smallRNAgroup-mainz.de) and mapped reads that were not assigned to any known genomic feature were subsequently used for piRNA analysis. We first determined ping-pong signatures using Unitas (v1.5.2)^30^ under the option -pp, to determine the 5′ 10 bp overlaps among all potentially piRNA mapped reads.

Once ping-pong signatures were determined, we proceeded to group piRNA reads by clusters to predict piRNA producing loci using proTRAC (v4.2.4)^34^. As pre-processes, we used the perl script TBr2-duster.pl (v2.1)^61^ under default values to collapse mapped reads and remove low complexity sequences. Afterward, reads were remapped using sRNAmapper (v1.0.5)^61^ to generate the input files for downstream processes. All options were left to default settings except for -alignment, which was set to best. Due to the presence of multimapping reads, the script reallocate.pl (v1.1, http://www.smallRNAgroup-mainz.de) was used to reallocate multimapping reads based on the calculation of estimated expression rates of uniquely mapping reads. The output files obtained from the reallocation step were used as input for proTRAC (v4.2.4)^34^ under default values. A zebrafish repeat masker annotation for GRCz10 was obtained from http://www.repeatmasker.org and passed onto proTRAC.

Bedtools package (v2.29.1)^62^ with the subcommand intersect was used to intersect the genomic coordinates of predicted piRNA clusters from the three replicates of each experimental group. The option -f was set to 0.50 to report any overlap of piRNA clusters between replicates within each group by more than 50%. Any piRNA cluster not found in all replicates was removed and not considered for further analysis.

Aiming to associate piRNA clusters to transposable elements (TEs), Bedtools package (v2.29.1)^62^ under the same settings mentioned above, was used to intersecting the genomic coordinate of differentially expressed piRNA clusters (DEpiRNAs) in both experimental groups, and the previously downloaded repeat annotation reference. We also used previously published data from our group in an attempt to link piRNA clusters to previously published DNA methylation changes observed in the same batch of embryos used in this study^8^. Therefore, we used the genomic coordinates of the DEpiRNAs and overlapped those with observed differentially methylated regions (DMRs) (GSE100470) using Seqmonk^63^.

### Differential expression analysis and statistics

Statistical differences in global read counts for reads mapped to genomic features between experimental groups were obtained by multiple t-tests followed by False Discovery Rate (FDR) calculation (Benjamini, Krieger, and Yekutieli method, Q = 1%.).

Genomic features such as miRNA, piRNA clusters, snRNA, and lincRNA (long intergenic non-coding RNA), were analysed for differential expression. All differential expression analyses were performed following the same analytical sequence as follows; data exploration, normalization, data exploration post-normalization, and pairwise comparison between experimental groups (F_1_-γ and F_1_-C; n = 3). Pre-normalization data log2 transformed was explored for descriptive statistics such as minimum, first quartile, median, third quartile, and maximum also the similarity among samples was determined by correlation and hclust (Ward method) analysis to determine the distance between samples. Multidimensional Scaling Plot (MDS-plot) was used to analyze the variances, except for piRNA clusters where Principal Component Analysis (PCA) was utilized.

miRNA, lincRNA, and snRNA expression datasets were TMM normalized (trimmed mean of M-values, edgeR v3.24.3, Bioconductor)^64^, whereas piRNA clusters dataset was RPKM normalized to correct for differences in clusters length. Post-normalization data exploration was conducted similarly to pre-normalization, in both cases, the statistical package R v3.0.2^65^ was used.

Normalized datasets were used for differential expression analysis. In the case of miRNAs, lincRNAs, and snRNAs, the statistical analysis was based on the pairwise comparison between treatment (F_1_-γ) and control (F_1_-C) (n = 3). Experimental groups were compared using the exact test under Bioconductor package edgeR v3.24.3^64^. As for piRNA clusters, F_1_-γ and F_1_-C groups were compared through a pairwise comparison using the function voomWithQualityWeights followed by a linear model and eBayes from Bioconductor package limma (v3.36.3)^66^.

In all analyses, the FDR was set up to 95%. Only ncRNAs with significant FDR (p > 0.05) and log2 FC > 0.6 were considered as differentially expressed.

Fischer’s exact test was used to search for overrepresentation by comparing the number of piRNA clusters overlapping all methylated regions and piRNA clusters merely overlapping differentially methylated regions (DMRs), as well as TEs overlapping with all piRNA clusters and those overlapping to DEpiRNA clusters. Kruskal–Wallis test followed by Dunn’s multiple comparison (alpha 0.05, confidence level 95%) was used to compare the expression of lincRNAs, to genes classified as modulated, and unmodulated within the lincRNA co-expression networks.

### Functional analyses

In order to use the miRNA target filter in Ingenuity Pathway Analysis (IPA, Qiagen, USA), the DEmiRNAs were manually converted to their human orthologue via miRBase^59^. Only miRNAs with a 100% match in seed sequence and a maximum of 2 mismatches in the mature sequence were used in the downstream analysis (Table 1). Within IPA, the miRNA list was linked to our previously published differentially expressed mRNAs (DEGs) (GSE98539)^9^. The miRNA target filter is based on computational as well as experimental evidence of miRNA targets. After filtering the target list to canonical targets (miRNA up-regulated vs target mRNA down-regulated, or vice versa), pathway analysis was performed.

FASTA sequences of DElincRNAs (Supplementary Data S7) were obtained from UCSC Genome Browser (http://genome.ucsc.edu) using the tool Table Browser. The downloaded FASTA sequences were then annotated by BLAST against the Zebrafish LncRNA Database (ZFLNCRNA, http://www.zflnc.org)^44^ under default parameters (e-value 0.001, word size 11, sensitivity normal) to search for conservation and functional annotations. DElincRNAs not annotated as conserved in the database were then BLAST against the nucleotide database in NCBI (https://www.ncbi.nlm.nhi.gov) to search for similar sequences. We used human and mouse as the target organisms. The megablast algorithm was selected and all parameters were left to default values (Supplementary Data S8).

We retrieved the co-expression network for all the DElincRNAs with functional annotation in ZFLNCRNA (gene ontology and KEGG pathway) and classified the genes as modulated or unmodulated by comparing the obtained gene list to our previously reported differentially expressed mRNAs (GSE98539)^9^. Expressed genes were considered as modulated with FDR < 0.05, whereas genes with FDR > 0.05 were registered as unmodulated (Supplementary Data S7). Later, gene ontology and pathway analyses on the generated gene sets were performed using WebGestalt (http://www.webgestalt.org)^67^ based on over-representation analysis. Only GO terms within the biological process category and pathways from KEGG were considered. DIANA-lncBase (v2)^50^ was used to search for experimentally confirmed miRNA-lncRNA interactions using the experimental module.

### RT-qPCR validation

RT-qPCR was performed to validate the expression level of 9 (random selected) out of 22 annotated DEmiRNAs. For cDNA synthesis, 1 μg of total RNA from each sample was used as input material (miScript II RT kit, Qiagen, USA). Following manufacturer’s instruction, 4 μL of 5 × miScript HiSpec Buffer, 2 μL of 10 × nucleotide triphosphate mix, 2 μL miScript reverse transcriptase mix, and 10 μL of RNAse free water, were mixed to reach a total volume of 20 μL. Reactions were incubated first for 60 min at 37 °C followed by 5 min at 95 °C to inactivate the reverse transcriptase.

qPCR (miScript PCR system, Qiagen, USA) reactions were set up in a total volume of 25 μL containing 12.5 μL 2 × QuantiTec SYBR Green PCR Master Mix, 2.5 μL 10 × miScript Universal Primer, 2.5 μL miRNA forward primer (5 mmol/L), 2.5 μL template cDNA (diluted ten times in RNAse free water) and 5 μL of RNAse free water. The polymerase was activated during 15 min at 95 °C followed by a 3-step amplification program as follows: denaturation 15 s 94 °C, annealing 30 s 57 °C, extension 30 s 70 °C. Finally, 95 °C 10 s, 65 °C 60 s, and 97 °C 1 s were used to obtain the dissociation curves. The ramp rate was adjusted to 1 °C/s. Measurements were performed in a LightCycler96 (Roche Diagnostics, Switzerland) from three biological replicates per experimental group (F_1_-γ and F_1_-C). Linreg (v2017.0)^68^ was used to determine primers efficiency and to calculate the expression level of miRNAs as measured by the threshold cycle values (Ct). Quantification values derived from five technical replicate per biological replicate. Relative quantification was normalized to a synthetic spike-in kanamycin RNA and expression levels were determined as equation 2^−ΔΔCT^. Forward primers were designed with CLC-Workbench v6.0 (Qiagen, USA) (Table 8).

**Table 8:** miRNA primers used for RT-qPCR validation (CLC-Workbench v6.0).

miRNA	Primer sequence 5′- 3’	RT-qPCR	RNA-seq
dre-miR-150-5p	TCTCCCAATCCTTGTACCA	0.15	1.20
dre-miR-135-5p	TATGGCTTTCTATTCCTATGTG	0.33	1.16
dre-miR-204-5p	TTCCCTTTGTCATCCTATGC	0.16	0.97
dre-miR-let7j-5p	TGAGGTAGTTGTTTGTACAG	0.60	0.72
dre-miR-141-3p	AACACTGTCTGGTAACGA	− 0.41	− 0.80
dre-miR-2189-3p	TGATTGTTTGTATCAGCTGTGT	− 1.32	− 1.32
dre-miR-205-5p	TCCTTCATTCCACCGGAGTCT	− 1.22	− 1.82
dre-miR-716-3p	AACGAGAGCTTTGAAGGCC	− 0.29	− 1.00
dre-miR-738-3p	GCTACGGCCCGCGTCGGGA	− 1.12	− 3.42

RT-qPCR values are given as log2 fold change (FC) of the expression in generation F_1_ from exposed parents (F_1_-γ) relative to generation F_1_ from control parents (F_1_-C). RNA-seq values are given as log2 FC and derived from differential expression analysis using edgeR (v3.24.3, Bioconductor) by pairwise comparison between F_1_-γ and F_1_-C group. 

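Across the 9 miRNAs of Table 8, the log2 FC from the deposited counts and the paper's RT-qPCR values had a Spearman's rho of 0.767 (two-sided exact permutation test, p = 0.0214) and a Pearson's r of 0.872 (exact permutation test, p = 0.00278). Adjusted by Benjamini-Hochberg over these 2 exact tests, the values were p = 0.0214 and p = 0.00557. The sign was the same for 9 of 9 miRNAs, all drawn from the paper's differentially expressed ones. Among the higher ones, dre-miR-150-5p was highest by sequencing (log2 FC 1.15) and lowest by RT-qPCR (0.15). For dre-let-7j-5p it was the reverse (0.76 and 0.6). Among the lower ones, dre-miR-141-3p and dre-miR-716-3p fell least by both methods. The correlations thus rest in part on the gap between higher and lower miRNAs. RT-qPCR was scaled to a spike-in RNA, whereas the sequencing values are relative to the miRNA class. The correlations are across miRNAs, which are not independent replicates, and dre-miR-150-5p and dre-miR-135c-5p were taken from the fit without a filter on low counts. With edgeR's exact test and with DESeq2, rho was the same. Without dre-miR-738-5p and dre-miR-150-5p, the miRNAs farthest from the median log2 FC, rho was 0.821 over 7 miRNAs (exact permutation test, p = 0.0341) and r was 0.906.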

Spearman’s correlation coefficient = 0.7667 (p = 0.02, confidence interval 95%, alfa < 0.05).

The obtained mean relative miRNA expression values (F_1_-γ vs F_1_-C) were compared to mean relative miRNA expression values for the same miRNAs from RNA-seq, and a Spearman’s correlation coefficient was calculated (p < 0.05) (Graphpad Prism 7 v7.0, La Jolla, USA).

## Supplementary Information

Supplementary Figures

Supplementary Data S1

Supplementary Data S2

Supplementary Data S3

Supplementary Data S4

Supplementary Data S5

Supplementary Data S6

Supplementary Data S7

Supplementary Data S8

## Data Availability

Sequencing and expression data is available at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE152189.

# Supplementary material for: Altered non-coding RNA expression profile in F1 progeny 1 year after parental irradiation is linked to adverse effects in zebrafish
**Source:** Sci Rep. 2021 Feb 18;11:4142. doi: 10.1038/s41598-021-83345-3
**Supplement:** Supplementary file 1 — Supplementary Figures

# Altered non-coding RNA expression profile in F<sub>1</sub> progeny one year after parental irradiation is linked to adverse effects in zebrafish

Leonardo Martín, Jorke H Kamstra, Selma Hurem, Leif C Lindeman, Dag A Brede, Håvard Aanes, Igor Babiak, Amilcar Arenal, Deborah Oughton, Brit Salbu, Jan Ludvig Lyche, Peter Aleström.

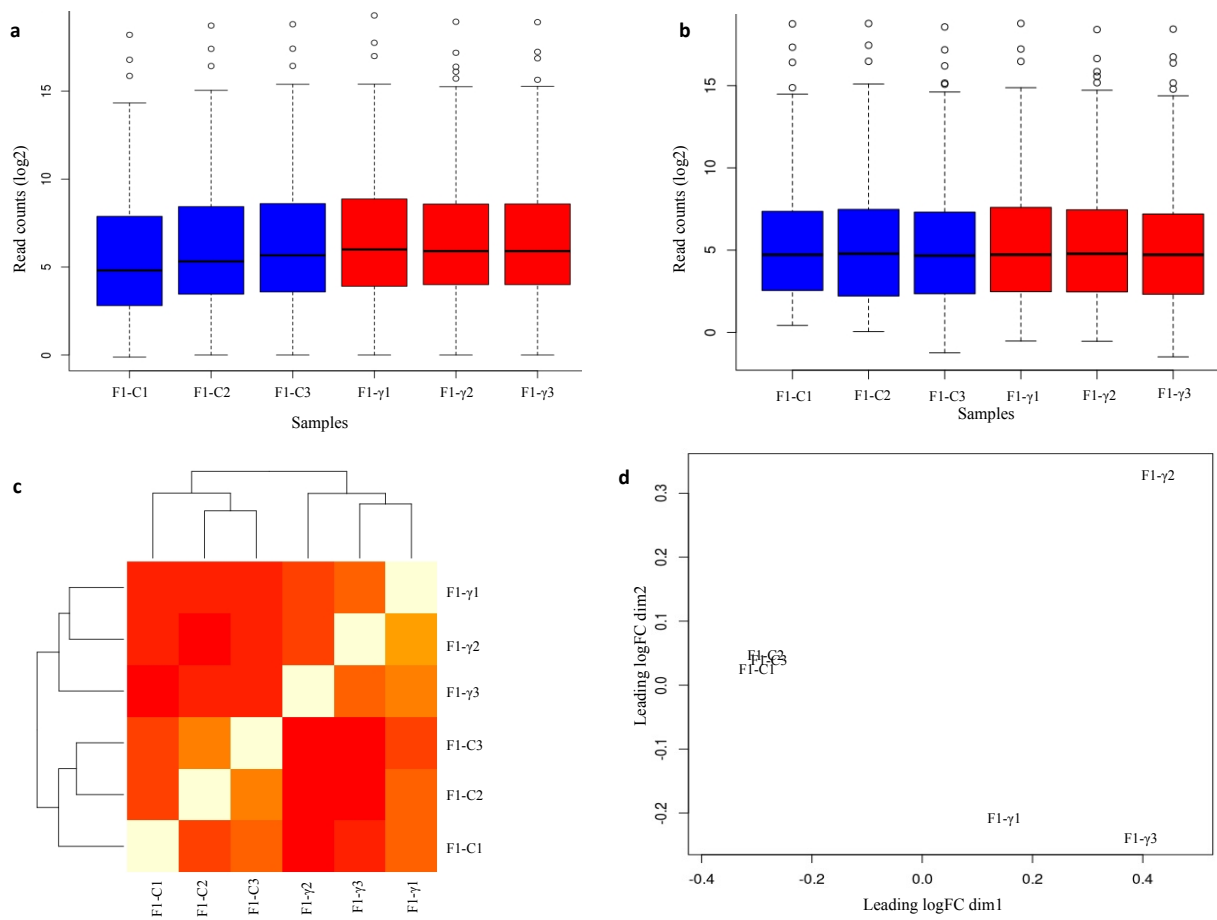

Supplementary Figure S1. Statistical exploration of miRNA expression dataset in generation F<sub>1</sub> from parents exposed to 8.7 mGy/h  $\gamma$ -radiation (F<sub>1</sub>- $\gamma$ ) and F<sub>1</sub> from control parents (F<sub>1</sub>-C) (n = 3). Median comparison before normalization A). After TMM normalization: Median comparison B). Heatmap of Pearson's correlation coefficient C), and Multidimensional scaling plot D).

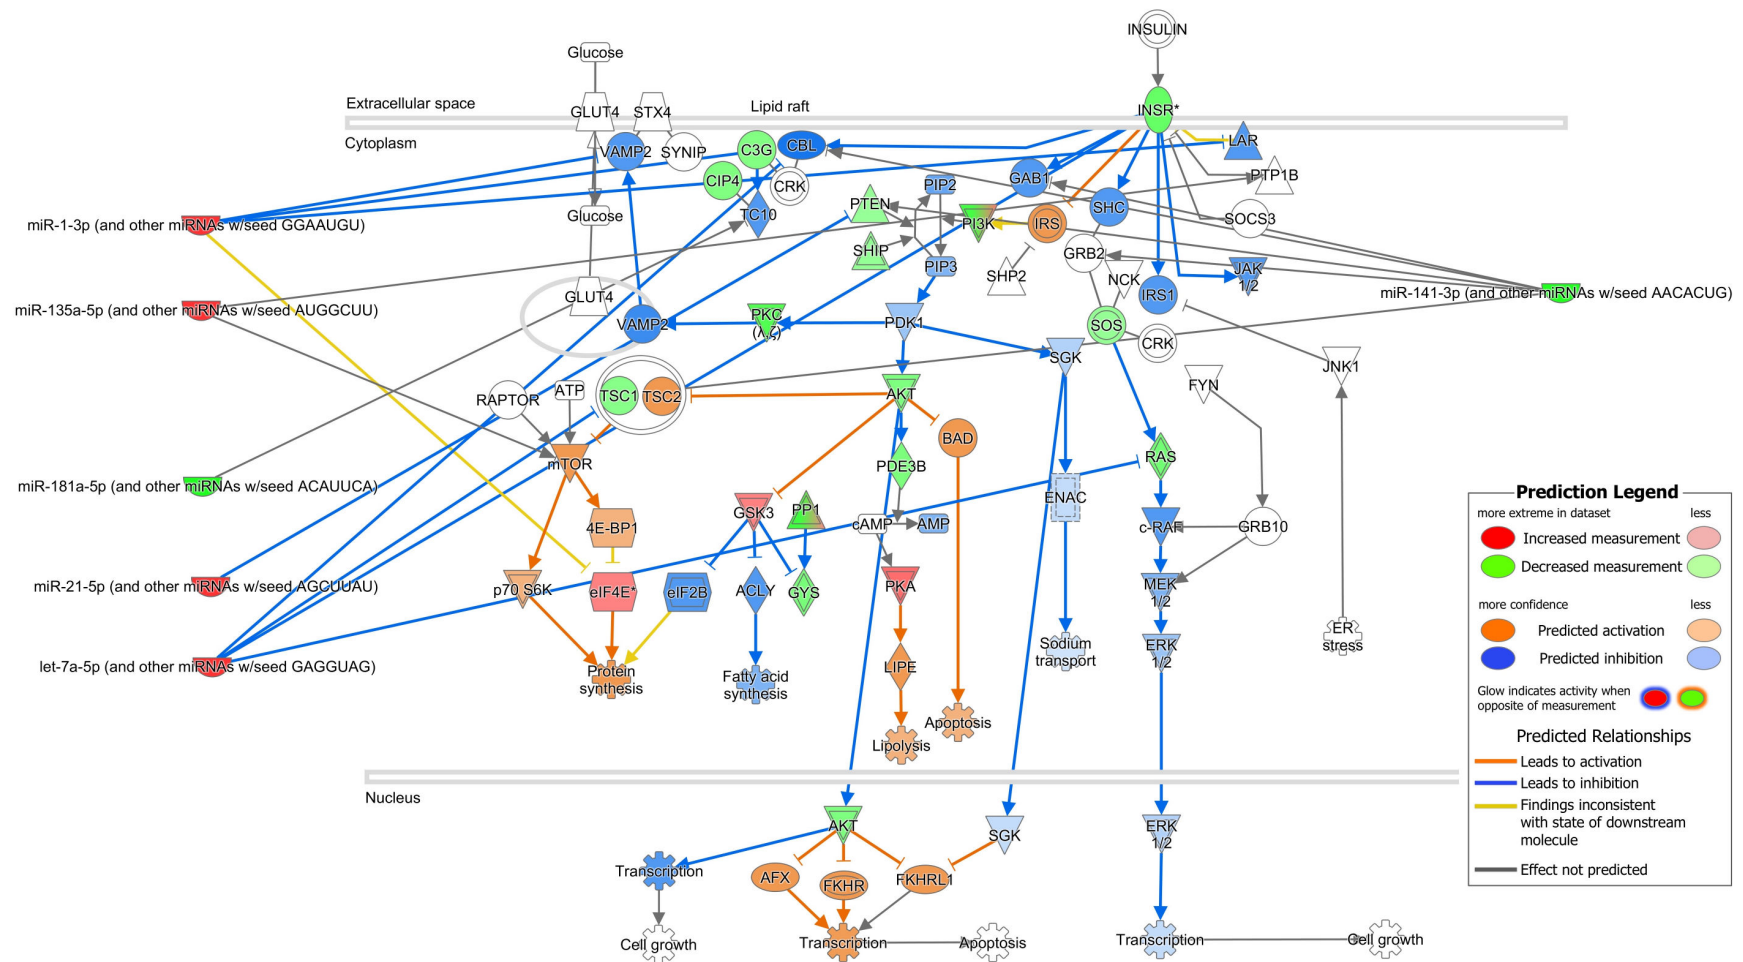

Supplementary Figure S2: Pathway analysis including molecule activity prediction, showing the insulin receptor-signaling pathway, with added miRNAs involved in the different nodes.

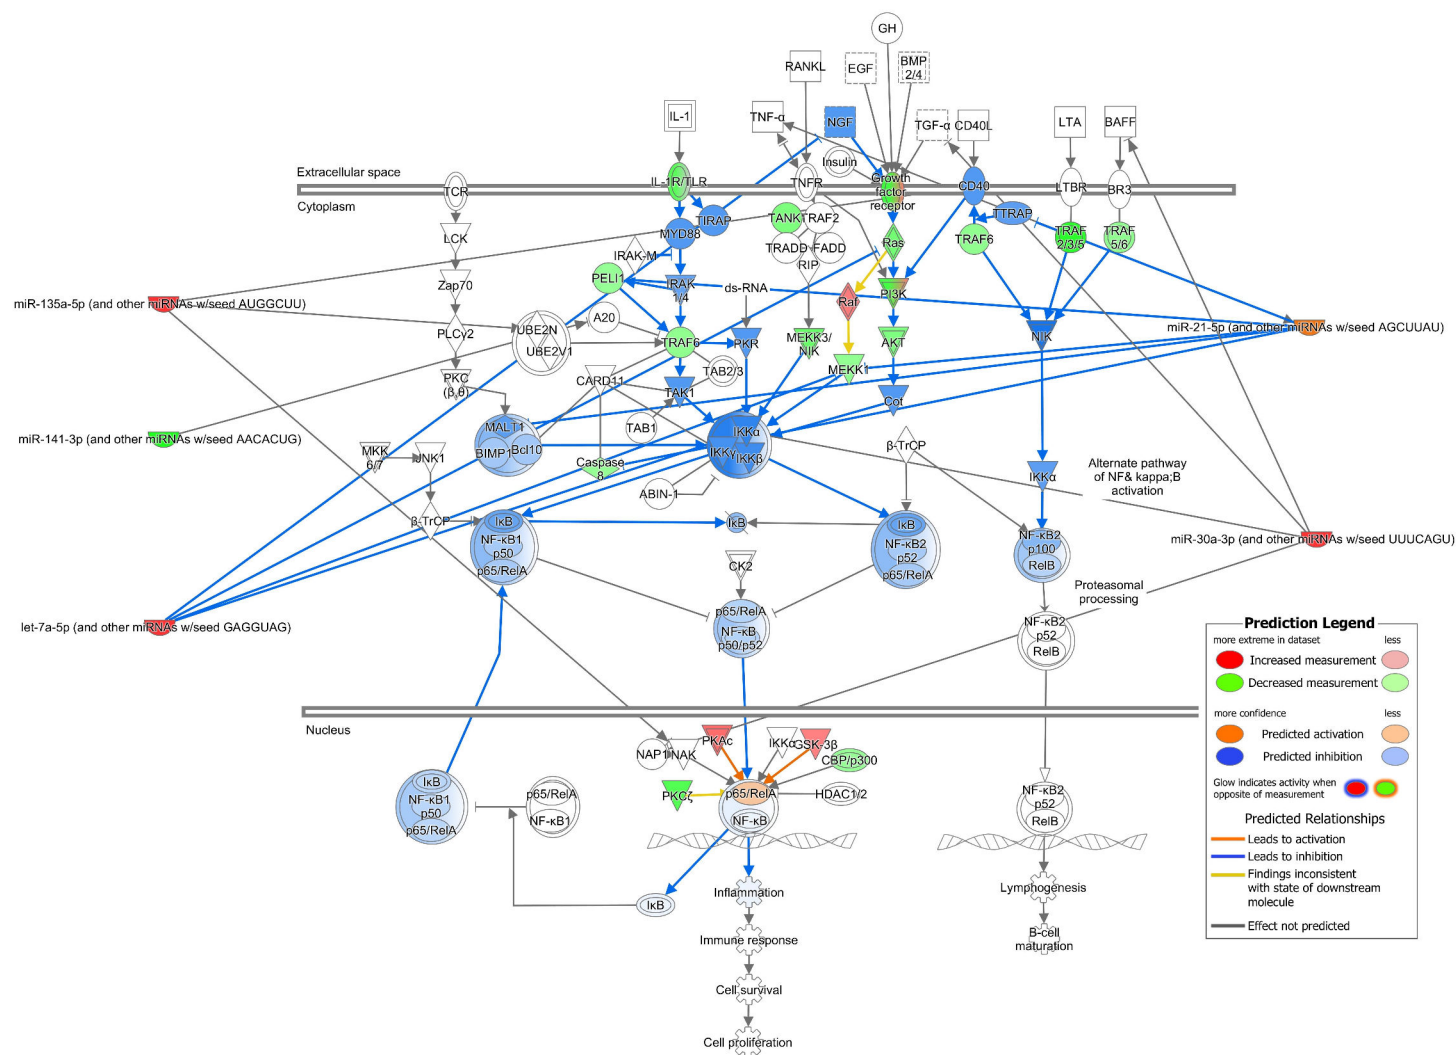

Supplementary Figure S3: Pathway analysis including molecule activity prediction, showing the NFκB signaling pathway, with added miRNAs involved in the different nodes.

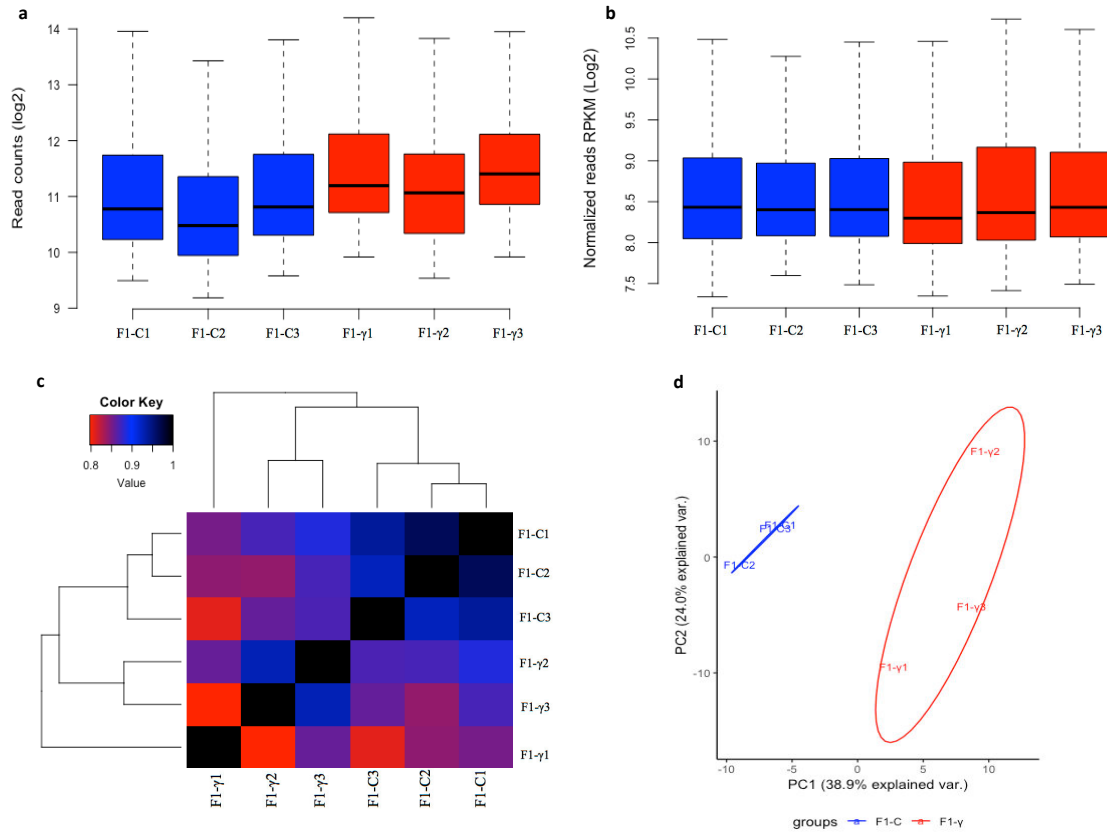

Supplementary Figure S5. Statistical exploration of piRNA clusters expression in generation F<sub>1</sub> from parents exposed to 8.7 mGy/h  $\gamma$ -radiation (F<sub>1</sub>- $\gamma$ ) and F<sub>1</sub> from control parents (F<sub>1</sub>-C) (n = 3). A) Median comparison before normalization. After RPKM normalization: Median comparison (B). Heatmap of Pearson's correlation coefficient (C), and Principal Component Analysis (D).

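Across the 171 clusters, Pearson's r of log2 CPM was between 0.864 and 0.982 for libraries of the same group (mean 0.938) and between 0.846 and 0.926 for libraries of different groups (mean 0.895), so the ranges overlapped. The first principal component held 50.6% of the variance and separated the groups. CPM from the counts, not RPKM, were used for these values.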

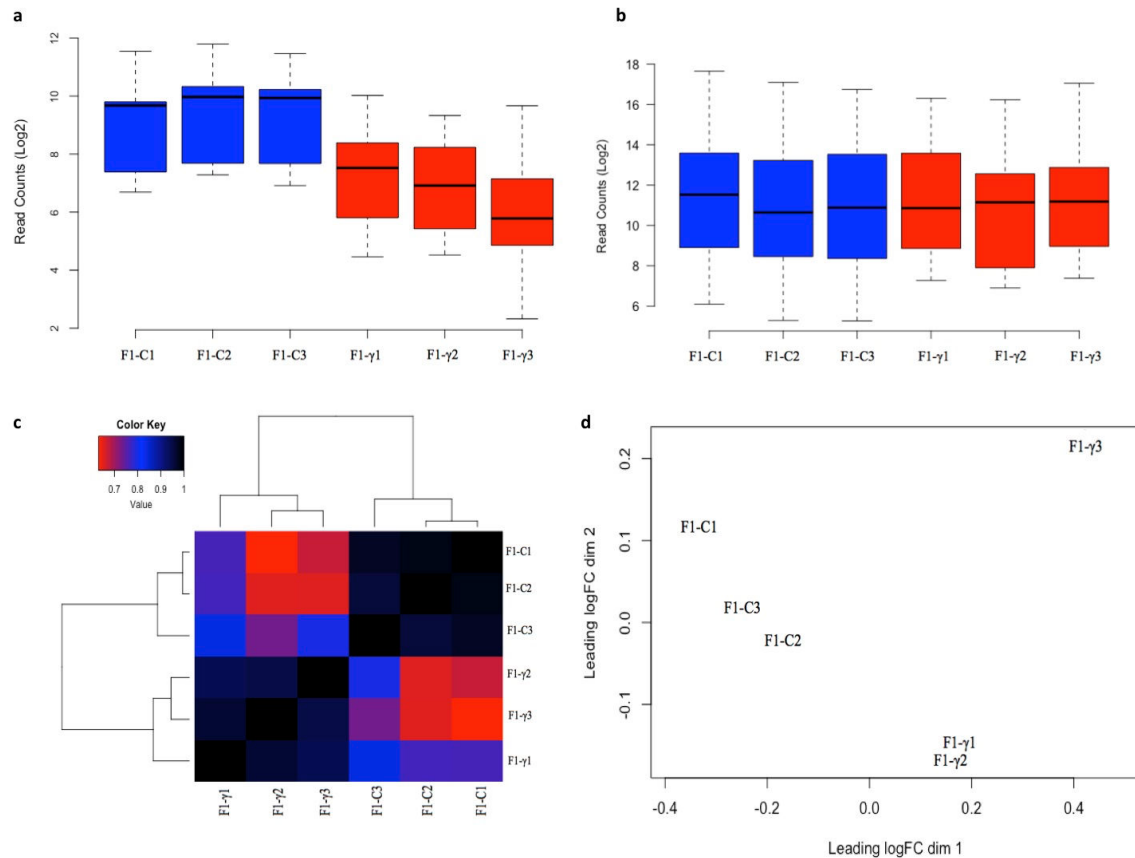

Supplementary Figure S6. Statistical exploration of snRNA expression in generation  $F_1$  from parents exposed to 8.7 mGy/h  $\gamma$ -radiation ( $F_1$ - $\gamma$ ) and  $F_1$  from control parents ( $F_1$ -C) ( $n = 3$ ). A) Median comparison before normalization. After TMM normalization: Median comparison (B). Heatmap of Pearson's correlation coefficient (C), Multi-dimensional scaling plot (D).

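Across the 27 snRNA genes tested, Pearson's r of log2 CPM was between 0.915 and 0.987 for libraries of the same group (mean 0.952) and between 0.652 and 0.850 for libraries of different groups (mean 0.735), without overlap. The first principal component held 79.9% of the variance and separated the groups. Copies that share reads enter this correlation several times.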

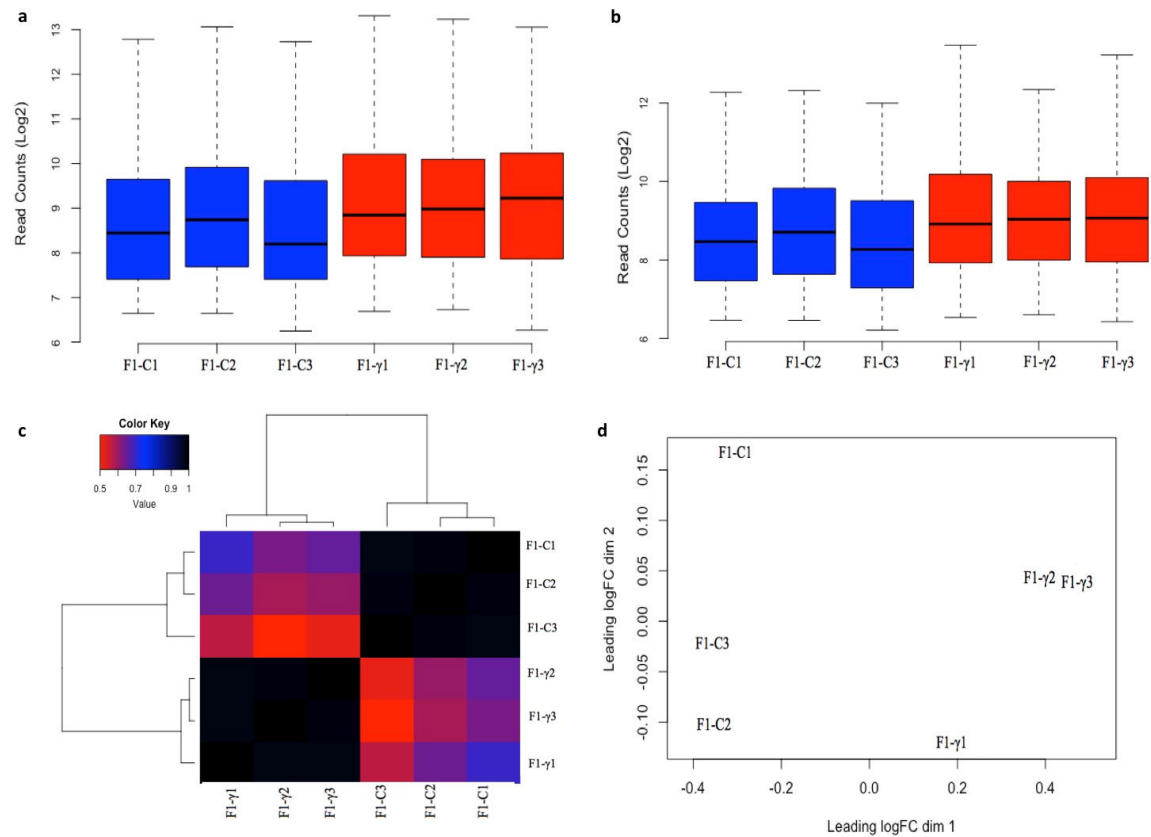

Supplementary Figure S7. Statistical exploration of lincRNA expression in generation  $F_1$  from parents exposed to 8.7 mGy/h  $\gamma$ -radiation ( $F_1$ - $\gamma$ ) and  $F_1$  from control parents ( $F_1$ -C) ( $n = 3$ ). A) Median comparison before normalization. After TMM normalization: Median comparison (B). Heatmap of Pearson's correlation coefficient (C), Multi-dimensional scaling plot (D).

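Across the 125 lincRNAs tested, Pearson's r of log2 CPM was between 0.974 and 0.995 for libraries of the same group (mean 0.983) and between 0.882 and 0.941 for libraries of different groups (mean 0.912), without overlap. The first principal component held 81.6% of the variance and separated the groups.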

| <i>miRNA Details</i>    |                                                                                                                                                                                   |               |                     |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------|---------------------|
| Name:                   | hsa-let-7g-5p                                                                                                                                                                     |               |                     |
| Sequence:               | ugagguaguaguuuuguacaguu                                                                                                                                                           |               |                     |
| MirBase ID:             | MIMAT0000414 <a href="#">↗</a>                                                                                                                                                    |               |                     |
| Related Diseases:       | <a href="#">↗</a>                                                                                                                                                                 |               |                     |
| Binding Category        | Transcript Position                                                                                                                                                               | Binding Score | Conservation        |
| 6mer                    | 4980-4997                                                                                                                                                                         | 0.002         | 4 <a href="#">^</a> |
| Position on chromosome: | 11:65502740-65502758                                                                                                                                                              |               |                     |
| Conserved Species:      | panTro2,rheMac2,canFam2,monDom5                                                                                                                                                   |               |                     |
| Binding area:           | <div> <div>AGGCAGAAA</div> <div>AGAUUUAU</div> <div>UUGAUG</div> <div>G</div> </div> <div> <div>AUGUCA</div> <div>UACCUC</div> <div>AUGGAG</div> <div>U</div> </div> <div>C</div> |               |                     |

---

| <i>miRNA Details</i>    |                                                                                                                                                                                                                             |               |                     |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------|---------------------|
| Name:                   | hsa-miR-21-5p                                                                                                                                                                                                               |               |                     |
| Sequence:               | uagcuuauacagacugauguuga                                                                                                                                                                                                     |               |                     |
| MirBase ID:             | MIMAT0000076 <a href="#">↗</a>                                                                                                                                                                                              |               |                     |
| Related Diseases:       | <a href="#">↗</a>                                                                                                                                                                                                           |               |                     |
| Binding Category        | Transcript Position                                                                                                                                                                                                         | Binding Score | Conservation        |
| 7mer                    | 1113-1132                                                                                                                                                                                                                   | 0.005         | 2 <a href="#">^</a> |
| Position on chromosome: | 11:65498873-65498893                                                                                                                                                                                                        |               |                     |
| Conserved Species:      | panTro2,rheMac2                                                                                                                                                                                                             |               |                     |
| Binding area:           | <div> <div>UGUAGUUU</div> <div>GCAUU</div> <div>UGUAG</div> <div>U</div> </div> <div> <div>CA</div> <div>AGUU</div> <div>UCAG</div> <div>AC</div> </div> <div> <div>CC</div> <div>AUAAGCUG</div> <div>UAUUCGAU</div> </div> |               |                     |

Supplementary Figure S8. Predicted interaction of hsa-let-7g-5p (top) and hsa-miR-21-5p (bottom) orthologs of dre-let-7g-5p and dre-miR-21-1-3p respectively, with MALAT1 (ENST00000534336). DIANA-lncBase (v2).

How the deposited data were processed for this re-analysis (not part of the article)

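Small RNA libraries of zebrafish embryos at 5.5 h post fertilization were compared between 2 groups of 3 libraries each, made from pools of 100 embryos. The parents of the F1-γ embryos had received gamma radiation at 8.7 mGy/h for 27 days (a total of 5.2 Gy) and were mated 1 year later, and those of the F1-C embryos had not been exposed. Each library was assigned to its group from its label and the methods of the paper. The title of the third F1-γ library carries 2 different replicate numbers, and the number that no other library carries was used. Its group is not in doubt.

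The authors trimmed adapters with Trim Galore, kept reads by quality and length, and mapped them to GRCz10, the build named in the methods of the paper. The files themselves name no build, and the genome given for comparison is another build and was not used. For miRNAs, the deposited values are estimated counts that the authors obtained with miRDeep2, with each read weighted by its number of loci. For piRNA clusters, the deposited values are estimated counts that the authors obtained after dividing multimapping reads among loci and predicting clusters with proTRAC, with the F1-C and F1-γ columns over the coordinates of their own group. For snRNAs and lincRNAs, the deposited values are whole counts of reads that the authors found to overlap each feature. How a read on several loci was counted there is not stated in the text of the paper, and copies with identical counts show that a read can count on several of them. None of the 4 tables was scaled to library size or feature length by the authors. All 6 columns of values in each table were assigned to a library by the name in its label. The design made before the data were examined allowed for RPKM in the piRNA cluster table. The table holds counts, and the count test planned for that case was used.

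The total count per library was between 704953 and 1464138 for miRNAs, between 469295 and 810056 for piRNA clusters, between 5756 and 30257 for snRNAs and between 96906 and 131439 for lincRNAs. The snRNA table is the shallowest, and its F1-γ libraries are the least precise. Counting error is only part of the error, and the errors given are the spread between replicate libraries. Replicate libraries were checked against each other by a chi-square test of their counts, with values per degree of freedom between 8.35 and 1227. Sampling noise alone gives 1 where each read is counted once, and more where a read counts on several features.

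Fractional counts were rounded to whole numbers. miRNAs were tested where every library had more than 30 counts, and snRNAs and lincRNAs where at least 3 of the 6 libraries had more than 100 counts. The paper states a minimum of 100 counts but its text does not name the number of libraries. All 171 piRNA clusters were tested. In each class, edgeR 4.0.16 (R 4.3.3) was used with TMM normalization and the quasi-likelihood test of F1-γ against F1-C with no covariate, and p-values were adjusted by the Benjamini-Hochberg method over the features tested. Features were called at an adjusted p below 0.05 and a log2 fold change above 0.6 or below -0.6, as in the paper. Standard errors are those of the fitted log2 fold change. Correlations between libraries used log2 CPM with a prior count of 2. Totals and other single values were compared with two-sided exact permutation tests, and overlaps with two-sided Fisher's exact tests. Correlations across clusters used 100000 resamples, so that the smallest p is 1e-05, and all pairings were enumerated for fewer than 10 points.

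The procedure was tested on simulated counts made from the means, library sizes and dispersions of each table, with a log2 change of 1.5 set in a known part of the features, in 20 simulated datasets per class. Over 122 miRNAs with 30 changed, 99.5% of the changed features were recovered with a mean of 1.3 false calls. Over 171 piRNA clusters with 43 changed, 98.1% were recovered with 0.95 false calls. Over 27 snRNAs with 7 changed, 87.1% were recovered with 0.3 false calls, and over 125 lincRNAs with 31 changed, 100% were recovered with 0.45 false calls. With no feature changed, the mean number of calls was 0.1, 0.2, 0 and 0.15. The changes were set about evenly higher and lower, and each feature was drawn independently. The simulation therefore does not cover a shift of most features in the same direction, or copies that share reads. Both occur in the snRNA table, so its rates there are of limited use.

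Before the data were examined, 67 alternatives were set. They covered the count minimum, edgeR's exact test, DESeq2 1.42.0, RLE and upper-quartile normalization, totals without TMM factors, library sizes from another table, the replicate number as a block, leaving out each library in turn, the adjusted p alone, counts that were not rounded, identical features collapsed to 1, and voom with sample quality weights (limma 3.58.1) on RPKM for piRNA clusters. After the data were examined, 9 alternatives were added. They were edgeR's exact test without a filter for miRNAs, snRNAs and lincRNAs, near-identical features (within 3 counts or 10% in every library) collapsed to 1 for snRNAs and lincRNAs, voom with quality weights on counts and cluster lengths as an offset for piRNA clusters, the clusters of Table 3 for the strand of transposable elements, and the snRNA total without its most abundant gene and the copies of it.

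The features named in the text follow a rule fixed before the data were examined. Every feature that the paper names in its text or its Tables 1 and 3 to 8 may be named. Besides these, the rule allows in each class the 3 called features with the smallest adjusted p that the tables of the paper do not list, the 2 most abundant features, and members of the let-7, miR-8 and miR-125 families. A few others are named where a small count of features is listed, and their names were chosen after the values were seen. These are U2.7, U2.8 and U6.14 among the called snRNAs, and the transposable elements that lie on the strand of their called cluster. Features of the tables of the paper that lie under the count minimum were taken from the fit without a filter.

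Pathway predictions, target predictions, differentially methylated regions, ping-pong signatures and the distribution of read lengths need data that were not analysed here. Sex, clutch and batch of the embryos are not given in the labels, so no batch could be tested.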

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

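The test of the 6 libraries in other splits, the edgeR exact test, voom with quality weights on RPKM and the library sizes from the miRNA table were set before the data were examined. The tests of cluster length, the collapse of near-identical genes, the ratio between snRNA families and the count of unlisted features that the exact test calls were chosen only after the results were seen.

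Of the 11 piRNA clusters called from the counts, 7 are not listed in Table 3. They drew attention because they passed the same thresholds as the clusters that the paper discusses. Those with the smallest adjusted p are the clusters on chromosome 8 from 45210098 (log2 fold change -1.00) and on chromosome 4 from 62236374 (-0.73) in F1-C coordinates, and the cluster on chromosome 8 from 44985635 (0.83). With the lengths left out of account, edgeR's exact test also called all 7, as it did the 6 snRNAs described next, 13 features in total. A technical explanation that stays open is that the counts of the 2 groups were taken over different coordinates. Across the 171 clusters the log2 fold change rose with the log2 ratio of the length in F1-γ to that in F1-C (Pearson's r 0.379, permutation p = 2e-05, and Spearman's rho 0.399, permutation p = 1e-05, the smallest that 100000 resamples can give). Without the 2 clusters of the most extreme length ratio r was 0.371. Clusters are not independent replicates. Of the 11 called clusters, 9 had the sign of their length ratio and 6 were more than 25% apart in length, whereas 3 of the 74 clusters with lengths within 5% were called. Because the bounds of a cluster were predicted from the same reads, a change in piRNA expression could also move the bounds, and the 2 explanations cannot be told apart for these clusters. With each group's own length as an offset, 12 clusters were called, 3 higher and 9 lower, and 0 of the 7 kept a call in the same direction, as was also the case with voom with quality weights on RPKM. Of the 3 clusters named, those from 45210098 and from 62236374 changed to -0.44 and -0.19 with the offset and to -0.35 and -0.14 with RPKM and were no longer called, and the cluster on chromosome 8 from 44985635 changed to -0.81 and -0.78. These calls therefore depend on whether the length of the cluster in each group is taken into account. The split by parental exposure was the only 1 of the 10 splits of the libraries into 3 against 3 that gave as many calls, and the other 9 gave 0, but with 10 splits this count alone cannot exclude chance as the source of the grouping. Parental exposure remains an untested biological explanation, as do differences between parents or clutches.

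Of the 10 snRNAs called, 6 are not listed in Table 5, namely U2.3, U2.7, U2.8, U2.12, U2.14 and U6.14, all higher in F1-γ relative to the other snRNAs. They drew attention because their direction is the opposite of most snRNAs in the paper. The 5 U2 genes are copies within a stretch of chromosome 2 that share reads, so they may stand for 1 profile. With near-identical genes collapsed, 5 profiles were higher and 4 lower. The direction depends on the scaling. With library sizes from the miRNA table, U2.3 and U2.14 changed to -0.83 and U6.14 to -1.71, and in raw counts the 5 U2 genes overlapped between the groups. A common factor for all snRNA reads is argued against by the ratio of the U2 total to the U1 total, whose log2 was -0.31 ± 0.190 (SD, n = 3) in F1-C and 2.07 ± 0.306 (SD, n = 3) in F1-γ, a difference of 2.38 (exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). What stays open is whether fragments of the 5 U2 genes kept their level while those of other snRNAs fell. Another step before counting may also have changed the families unequally. The counts are of small RNA fragments and give no measure of whole snRNAs. The other 9 splits of the libraries gave 0 snRNA calls, but the count of 10 splits alone cannot exclude chance as the source of the grouping here either.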

How the results depend on the processing

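The alternatives were set before the data were examined, apart from edgeR's exact test with no filter, near-identical features collapsed, voom with quality weights on counts, cluster lengths as an offset, the snRNA total without U1.30 and its copies and the strand test on the clusters of Table 3, which were chosen after seeing the data. Counts of calls were taken as unchanged within 1.5 times the first value. The cause of a change was not tested unless stated.

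The number of differentially expressed miRNAs, 11, stayed within that range under 10 alternatives. It was 19 with more than 30 counts in at least 3 libraries and 27 with no filter, where more miRNAs were tested. It was 17 with DESeq2, 2 with library sizes from the piRNA cluster table and 25 with the exact test and no filter. Leaving out 1 library at a time gave between 4 and 26, with 7 calls without F1-C replicate 1, 4 without F1-C replicate 2, 6 without F1-C replicate 3 and 26 without F1-γ replicate 1. The split into higher and lower miRNAs, 5 and 6, was 3 and 13 with upper-quartile normalization, 4 and 9 with RLE, 6 and 11 with DESeq2 and 0 and 2 with the piRNA cluster library sizes. The number of piRNA clusters, also 11, stayed within the range under 9 alternatives and was 19 with DESeq2, 6 with the replicate block and 18 with the adjusted p alone, which drops a threshold. It ranged from 3 (without F1-C replicate 3) to 18 (without F1-γ replicate 1) with 1 library left out, and was 5 without F1-γ replicate 3. A similar number did not mean the same clusters, since voom with quality weights on RPKM called 14 and the lengths as an offset called 12, and in each only 3 of the first 11 were called in the same direction, while cluster 289c & 297g was called in the opposite one. The offset split them into 3 higher and 9 lower, against 4 and 7.

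The number of snRNAs, 10, stayed within the range under 12 alternatives. It was 29 with no filter and 23 with more than 100 counts summed over the libraries, where more genes were tested, 16 with DESeq2, 18 with upper-quartile normalization, 17 with table totals, 27 with library sizes from the miRNA table and 32 with the exact test and no filter. Leaving out 1 library gave 10 to 18, the latter without F1-γ replicate 1. The split into higher and lower snRNAs, 6 and 4, was 5 and 12 with table totals and 0 and 27 with the miRNA library sizes. The number of lincRNAs, 18, stayed within the range under 13 alternatives. It was 60 with no filter and 42 with more than 100 counts summed, where more transcripts were tested, 51 with table totals, 7 with library sizes from the miRNA table, 46 with the adjusted p alone, which drops a threshold, and 50 with the exact test and no filter. The range with 1 library left out was 14 to 29, the latter without F1-γ replicate 1. The split into higher and lower lincRNAs, 4 and 14, was 43 and 8 with table totals and 0 and 7 with the miRNA library sizes. The median log2 fold change moved with some of these settings and not with others. The median log2 fold change of the tested miRNAs was 0.13, -0.23 with upper-quartile normalization, 0.049 with DESeq2, 0.050 with RLE and 0.16 with the piRNA cluster library sizes; that of snRNAs was -0.018, and -0.59 with upper-quartile normalization, -0.79 with table totals and -3.38 with the miRNA library sizes; that of lincRNAs was 0.022, 0.41 with table totals and 0.016 with the miRNA library sizes.

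The log2 ratio of total counts was 0.46 for miRNAs, 0.43 for piRNA clusters, -1.95 for snRNAs and 0.19 for lincRNAs. Taken as a share of the 4 tables, it was 0.063 for miRNAs, -0.010 for piRNA clusters, -2.39 for snRNAs and -0.24 for lincRNAs. The construction of a share shows the cause here, since the sum of the 4 tables, by which each total is divided, is higher in F1-γ. Without its most abundant transcript, the lincRNA total gave 0.45. Without U1.30 and the copies with near-identical counts, 4 genes, the snRNA total gave -1.259. Leaving out 1 library, the log2 ratio ranged from 0.27 (without F1-C replicate 1) to 0.60 for miRNAs, from 0.33 to 0.55 for piRNA clusters, from -2.19 to -1.83 for snRNAs and from 0.10 (without F1-C replicate 3) to 0.31 (without F1-C replicate 2) for lincRNAs.

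The odds ratio of called clusters for overlapping a transposable element, 1.2, went below 1 with DESeq2 (0.690), table totals (0.780), the adjusted p alone (0.987), voom on RPKM (0.987), cluster lengths as an offset (0.988), the clusters of Table 3 (0.813) and the higher clusters alone (0.988). The range with 1 library left out was 0.488 (without F1-C replicate 3) to 3.11 (without F1-C replicate 2), and the odds ratio was also below 1 without F1-γ replicate 1 (0.596), F1-C replicate 1 (0.988) and F1-γ replicate 2 (0.988). In none of these settings did Fisher's exact test give a p below 0.05, and the lowest was p = 0.277. Spearman's rho with RT-qPCR, 0.767, was the same with the exact test and DESeq2 and 0.821 without the 2 miRNAs farthest from the median. Of the elements in called clusters, 66.7% lay opposite to their cluster, against 91.6% in the other clusters; in the clusters of Table 3 it was 100% against 89.7%, so most were opposite in both, while the difference from the other clusters turned. Neither difference had a p below 0.05 in Fisher's exact test.

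Of 881 values of named features under alternatives, 756 kept their direction and their side of the threshold, 67 passed a threshold that they had not passed before, 36 no longer passed it and 22 changed sign. For dre-miR-21-5p, with a log2 fold change of 0.014, the sign changed with more than 30 counts in at least 3 libraries (-0.026), no filter (-0.11), DESeq2 (-0.067), RLE normalization (-0.068), upper-quartile normalization (-0.30), identical features collapsed (-0.021) and the exact test with no filter (-0.11), and the range with 1 library left out was -0.093 to 0.088. dre-miR-430a-3p changed to 0.024 with library sizes from the piRNA cluster table and ranged from -0.19 to 0.053 with 1 library left out. dre-miR-125b-5p ranged from -0.38 to 0.029. None of these miRNAs was called in the first place. Among called features, cluster 289c & 297g, with 0.83, changed to -0.78 with voom on RPKM and to -0.81 with cluster lengths as an offset, both of which divide by a length that is larger in F1-γ. With library sizes from the miRNA table, U2.3, U2.14 and U2.12 changed from 2.49 to -0.83 and U6.14 from 1.65 to -1.71, and the construction shows the cause, as such library sizes keep the lower snRNA total of F1-γ in the fold change. The lincRNA ENSDART00000165314.2, not called at -0.22, changed to 0.16 with table totals.

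Libraries of the 2 groups share replicate numbers, but the numbers did not pair the samples. The correlation of the deviations of same-numbered libraries from their group means was -0.09, 0.07 and -0.02 for miRNAs, -0.09, -0.20 and 0.00 for piRNA clusters, -0.57, 0.54 and 0.05 for snRNAs and -0.20, -0.16 and -0.09 for lincRNAs. With the replicate number as a block, 12 miRNAs, 6 piRNA clusters, 12 snRNAs and 19 lincRNAs were called, and rho was 0.8. A call lost with the block is not read as a weaker effect.

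Some of the alternatives set beforehand have no value. Rounding could not be varied for snRNAs and lincRNAs, whose counts are whole, and pseudocounts, quantile normalization and median centring of RPKM could not be applied to the piRNA clusters, whose table holds counts. The snRNA table is the shallowest, with between 5756 and 9138 counts in the F1-γ libraries. In simulated data with a log2 change of 1.5, 87.1% of the changed snRNAs were recovered, against 98.1% to 100% in the other classes, and whether depth or the small number of genes caused this was not tested.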

Differences from the paper's values

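Of 89 values of the paper that were also computed here, 29 differed by the following criteria. A number of features, a percentage or a length differed if one value was more than 1.5 times the other. A fold of total counts differed if, in addition, the distance was larger than the error from the SDs of the groups. A log2 fold change differed if the sign was another or the distance from the paper was larger than the standard error of the fit here. Spearman's rho was compared by its jackknife error, and a p by its side of 0.05. The alternatives named here were set before the data were examined unless stated otherwise.

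The paper's number of differentially expressed miRNAs is 22, and 11 were called here. The value came within the criterion under 8 of 18 alternatives, namely more than 30 counts in at least 3 libraries, no filter, edgeR's exact test, DESeq2, upper-quartile normalization, and without each of the 3 F1-γ replicates. It did not under the others, among them RLE normalization, table totals, library sizes from the piRNA cluster table, the replicate block and leaving out each F1-C replicate. With more than 30 counts in at least 3 libraries, all 22 miRNAs of Table 1 were tested and 19 of them called, and their log2 fold changes had a median distance of 0.00308 from those of the paper. The edgeR exact test with no filter, which was chosen after seeing the values, called 20 of the 22 and dropped 2.

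The paper's number of differentially expressed snRNAs is 19, and 10 were called here. The total came within the criterion under 11 of 18 alternatives, namely more than 100 counts summed over the libraries, the exact test, DESeq2, RLE and upper-quartile normalization, table totals, library sizes from the miRNA table, identical genes collapsed, and without F1-C replicate 3, F1-γ replicate 1 or F1-γ replicate 2. The paper gives 16 lower snRNAs, where 4 were found here, and 3 alternatives came within the criterion (no filter, more than 100 counts summed over the libraries, and table totals). It gives 3 higher snRNAs, where 6 were found here, and none of the 18 alternatives came within the criterion. The edgeR exact test with no filter, chosen after seeing the values, called all 19 snRNAs of Table 5 and so dropped 0 of them.

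The decreases of 15 snRNAs in Table 5 were larger in the paper. On the log2 scale, as a decrease from F1-C to F1-γ, the paper's value for U1.87, U1.78, U1.63 and U1.30 is 2.59, and 1.05 was found here. For the other genes the paper's values are 2.1 for U2.11 (0.62 here), 2.07 for U2.4 (0.58 here), 1.86 for U2.10 (0.36 here), 2.29 for U4.29 (0.75 here), 3.07 for U5.9 (1.52 here), 1.8 for U12.1 (0.36 here), 1.83 for U1.34 and U1.46 (0.28 here), 1.72 for U5.5 (0.21 here) and 1.57 for U1.74 and U1.16 (0.018 here). With no filter on low counts, none of the 15 differed, and the median distance from Table 5 fell from 1.54 to 0.0168. The 4 U1 genes also came within the criterion with more than 100 counts in every library, and U5.9 without F1-γ replicate 1. None of the other alternatives did so for any of the 15. Of the 19 genes of Table 5, 4 were called here, 18 with no filter, 15 with more than 100 counts summed over the libraries, 15 with library sizes from the miRNA table, 12 with table totals, 9 with upper-quartile normalization, 7 with DESeq2, 6 with edgeR's exact test and 10 without F1-γ replicate 1.

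The paper's number of higher lincRNAs is 7, and 4 were called here. The value came within the criterion with more than 100 counts in every library, with the replicate block and without F1-C replicate 1, and not under the other 15 of 18 alternatives. The paper's depletion of lincRNA reads is 2.1-fold, whereas the total in F1-C was 0.875 times that in F1-γ here, and neither of the 2 alternatives, the share of all 4 tables and the total without the most abundant transcript, came within the criterion. The total here is over the deposited lincRNA table.

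The paper's p for the association of called clusters with transposable elements is 0.0024, and Fisher's exact test here gave 1. None of 16 alternatives came within the criterion. The 2 values are not of the same unit. The methods of the paper compare the transposable elements that overlap all clusters with those that overlap differentially expressed clusters, whereas the clusters with and without an element were counted here.

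Among the clusters of Table 3, 7 had other log2 fold changes. As a decrease from F1-C to F1-γ, the paper's value is 1.02 for cluster 159c-170g (0.29 here), 0.73 for cluster 121c-126g (0.42 here) and 0.86 for cluster 13c-12g (0.61 here). As an increase, it is 0.95 for cluster 160c-171g (0.67 here), 0.67 for cluster 220c-235g (0.50 here), 0.96 for cluster 226c-241g (1.98 here) and 0.72 for cluster 240c-253g (0.37 here). Voom with quality weights on RPKM uses the normalization and the test that the paper names. The paper does not state which cluster lengths entered its RPKM, and each group's own lengths were used here. This setting came within the criterion for clusters 159c-170g, 121c-126g, 13c-12g, 220c-235g and 226c-241g, and called 9 of the 11 clusters of Table 3. Cluster 226c-241g also came within it with the replicate block, cluster 13c-12g without F1-C replicate 1, and cluster 220c-235g under 8 of 12 alternatives. No alternative did so for clusters 160c-171g and 240c-253g. Of the alternatives chosen after seeing the values, each group's own cluster length as an offset called 7 of the 11 and dropped 4, and voom with quality weights on counts called 4 and dropped 7.

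The paper states that most of the called snRNAs were down-regulated, whereas 4 of 10 were lower here. These 4 are relative to the other snRNAs after TMM normalization, and the split changed with the scaling and with the genes that entered it. With no filter on low counts before TMM normalization, 20 lower and 9 higher snRNAs were called. Among them were 18 of the 19 genes of Table 5, so most calls were lower in that setting too. In raw counts, all 27 genes tested had a lower mean in F1-γ. Reads on lincRNAs were lower in F1-γ in the paper, whereas the mean total was 127784 in F1-γ and 111791 in F1-C here. As a share of the 4 tables, lincRNAs were lower in F1-γ here too (5.71%, and 6.77% in F1-C), and the groups overlapped in both measures. Without the most abundant transcript the total was higher in F1-γ. Called clusters lay on the strand opposite to their transposable elements in every case in the paper. This held for 9 of 9 elements of the clusters in Table 3, and for 4 of 6 elements of the clusters called here.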

Other observations

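The tests of other splits of the libraries, the edgeR test of each feature with libraries left out, the totals of the tables and voom with quality weights on RPKM were set before the data were examined. The use of the totals and of dre-miR-430a-3p to weigh an explanation, and the tests of collapsed copies, the ratio of U2 to U1, cluster length, voom on counts, overlapping transcripts and lincRNAs in piRNA clusters, were chosen only after the results were seen.

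For each class, the same edgeR test was run on the 10 splits of the 6 libraries into 3 against 3. The split by parental exposure gave the most calls for miRNAs, piRNA clusters, snRNAs and lincRNAs, so that 1 of the 10 splits had as many calls as the real one in each class. The other 9 splits gave 0 calls in each class. In simulated data without a change, the same test gave on average 0.1 calls for miRNAs, 0.2 for piRNA clusters, 0 for snRNAs and 0.15 for lincRNAs. With 10 splits the share cannot be under 10%, so the count of splits alone cannot exclude chance as the source of the grouping in any class.

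The lower number of snRNA reads in F1-γ was weighed against technical explanations. A lower sequencing depth is argued against by the miRNA totals, which were 1.38 times as high in F1-γ as in F1-C. Reads counted on several gene copies could have inflated the difference, but with near-identical copies collapsed the total of the snRNAs tested was 4.69 times as high in F1-C as in F1-γ. One factor for all snRNA reads would leave the ratio between families unchanged, and the log2 ratio of U2 to U1 differed by 2.38 between the groups. A shift in developmental stage might change snRNA expression, as the embryo starts its own transcription in the hours before sampling. As a marker of that onset, dre-miR-430a-3p had a log2 fold change of -0.032 (adjusted p = 0.939 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which moved between -0.19 and 0.05 when libraries were left out. A single abundant miRNA may be saturated or slow to change, and a stage difference and parental exposure cannot be told apart by it. The counts are of small RNA fragments, so a change in fragments was not told apart from a change in whole snRNAs. RNA quality, size selection and the clutch of the embryos were not tested, so no biological explanation is put forward as the cause.

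Table 3 and the deposited cluster counts give different fold changes, and 2 explanations were tested. Over the 11 clusters of Table 3, the gap between the paper's log2 fold change and that of the counts followed the inverse of the length ratio of the cluster (Pearson's r 0.667, permutation p = 0.0268, Spearman's rho 0.736, permutation p = 0.0128). Without the 2 clusters of the most extreme length ratio r was 0.525. Division by each group's own length is therefore a candidate explanation, which RPKM would bring in, but with 11 clusters chosen for their fold change it cannot be told apart from other steps of that normalization. Sample quality weights as the sole source are argued against, since voom with these weights on the counts left a median gap of 0.223, close to the 0.255 of the counts, whereas the counts divided by each group's own length left 0.108 and voom on RPKM 0.0403.

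In the lincRNA table, 2 pairs of called transcripts had near-identical counts in every library, and both pairs overlap on opposite strands of chromosome 21. This is consistent with reads counted on both of 2 overlapping transcripts without regard to strand, so the 18 called lincRNAs may hold fewer separate signals. With near-identical transcripts collapsed, 17 were called.

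Some lincRNA counts could come from piRNA reads. Of the 125 lincRNAs with enough counts to be tested, 8 (6.4%) overlapped a matched piRNA cluster, compared with 1 of the other 1190 (0.084%), an odds ratio of 81.3. This decides nothing by itself, because clusters were predicted where reads are dense and the lincRNAs were separated by their counts, so that an overlap goes with many counts by construction. The 8 lincRNAs held a mean of 15.0% of the lincRNA counts in F1-C and 18.0% in F1-γ. Across the 8 pairs of a lincRNA and its cluster, the log2 fold changes had a Pearson's r of 0.766 (exact permutation test, p = 0.0596) and a Spearman's rho of 0.958 (exact permutation test, p = 0.000694), and without the 2 pairs farthest from the median cluster fold change r was 0.953. The pairs are not independent samples, and shared reads cannot be told apart from a shared change in transcription at the same place. Only 1 of the 18 called lincRNAs, ENSDART00000155833.2, lies in such a cluster.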
